# Different expression of lipid metabolism-related genes in Shandong black cattle and Luxi cattle based on transcriptome analysis

**DOI:** 10.1038/s41598-020-79086-4

**Published:** 2020-12-14

**Authors:** Ruili Liu, Xianxun Liu, Xuejin Bai, Chaozhu Xiao, Yajuan Dong

**Keywords:** Agricultural genetics, Animal breeding, Genetics, Molecular biology

## Abstract

To provide new ideas for improving meat quality and generating new breeds of cattle, the important candidate genes affecting fat deposition in two kinds of cattle were identified. Eighteen months Shandong black cattle (n = 3) and Luxi cattle (n = 3) were randomly assigned into two environmental. The longissimus dorsi muscles of Shandong Black Cattle and Luxi Cattle were collected and analyzed by fatty acid determination, high-throughput sequencing transcriptomics, qRT-PCR expression profile and western blot. The ratio of unsaturated fatty acids to saturated fatty acids was 1.37:1 and 1.24:1 in the muscle tissues of Shandong black cattle and Luxi cattle, respectively. The results of RNA-Seq analysis revealed 1320 DEGs between the longissimus dorsi of Shandong black cattle and Luxi cattle. A total of 867 genes were upregulated, and the other 453 genes were downregulated. With GO enrichment analysis, it was found that the identified DEGs were significantly enriched in regulation of the Wnt signaling pathway, negative regulation of the Wnt signaling pathway, cAMP metabolic process, fat cell differentiation and among other functions. We found that regulation of lipolysis in adipocytes was the significant enrichment pathway of upregulated genes and downregulated genes, PPAR signaling pathway and AMPK signaling pathway are highly representative pathways of lipid metabolism in Shandong black cattle. Network analysis showed that *PPARGC1A*, *ADCY4*, *ANKRD6*, *COL1A1*, *FABP4*, *ADIPOQ*, *PLIN1*, *PLIN2*, and *LIPE* genes were correlated with key loci genes in multiple metabolic pathways. Meanwhile we found that *FABP4* and *ADIPOQ* had 7 common regulatory factors in different genes, which were *PLIN1*, *PLIN2*, *PPARGC1A*, *RXRA*, *PCK1*, *LEPR*, *LEP*. These genes were involved in regulation of lipolysis in adipocytes, adipocytokine signaling pathway, PPAR signaling pathway. *FABP4* and *ADIPOQ* were selected as important candidate marker genes for fat deposition based on the results.

## Introduction

High-throughput RNA-Seq (RNA-Seq) technology can simultaneously detect the expression of thousands of genes and thus plays an important role in the identification of functional genes and analysis of regulatory networks. In recent years, high-throughput RNA-Seq (RNA-Seq) technology has provided an opportunity to generate large amounts of sequence data for non-model organisms, making it superior to traditional microarray analysis^1,2^. Zhang Yingying^3^ found that 12 genes, including COL1A2, COL1A1, SPP1, MMP2, MYH3, MYH8 and CFD, may be important candidate genes affecting beef quality traits in both sexes of Qinchuan cattle. Matthew McCabe5^4^ used RNA-seq analysis in 2012 to conclude that the negative regulation of liver production in lactating dairy cows was related to fat metabolism; High-throughput RNA-Seq (RNA-Seq) is an emerging technology at the frontier of biological research and has gradually become the focus of research in this field^5,6^.

Shandong black cattle was the first embryo transfer calf to obtain vitrified frozen somatic cell cloned embryos in China, which was the combination of Japanese black cattle, Luxi cattle and Bohai black cattle. First, using the method of a combination of incompletely locked group generations and overlapping generations, the Japanese black cattle were crossed with Luxi cattle and bohai black cattle respectively^7^. Then according to the breeding goal, the new generation core breeding group was established by filial generation of Shandong black cattle. Then the new generation core breeding group hybridized with Shandong black cattle. Finally the second generation group of Japan black cattle (3/4) × luxi cattle (1/4) and the new generation (3/4) × bohai black cattle (1/4) was formed. Then the ideal black cattle and Shandong black cattle were selected from the second generation group and entered the cross-cross fixation stage. In this stage, Several good lines with distant relatives were cross-bred, and then selected and reserved the excellent lines groups. After 4 generations, a new Shandong black cattle variety matching line was finally bred and used as a bull. In 2015, Shandong black cattle was approved by the National Animal and Poultry Genetic Resources Committee as a new population and successfully established a new variety cultivation Chinese base. Luxi cattle is one of the five local beef cattle breeds in China, with high meat production capacity, fresh and tender meat and the reputation of "five flavors and three layers of meat"^8,9^. In this study, Luxi cattle as the first generation of hybrid mother hybridized with Shandong black cattle to improve new breeding varieties. The purpose of our study was to find the changes in transcriptome expression between hybrid cattle and cows, and then to explore the gene expression differences between hybrid offspring and original mother generation from the transcriptome.

In this study, we analyzed the gene regulatory network of fat deposition in the longissimus dorsi muscle of Shandong black cattle and Luxi cattle, identified candidate genes and important metabolic pathways affecting fat deposition, revealed the molecular mechanism affecting fat deposition in beef cattle. New ideas are provided for character improvement and the breeding of new breeds.

## Method

### Experimental animals

The animals used in the experiment, i.e., Shandong black cattle and Luxi cattle, were obtained from Shandong black cattle Technology Co., Ltd., and Dadi Luxi Cattle, respectively. According to the standard NY5127—2002 pollution-free feeding management of beef cattle, feeding Shandong black cattle and Luxi cattle was mainly using green coarse feed and reasonably matched with concentrate feed. Fed three times a day and supplied sufficient drinking water. At the same time, the cattle body should be brushed frequently and the cattle house should be ventilated and dried. Kept clean inside and outside of the cattle house and disinfected once a month. The farm carried on the unified feeding management to the Shandong black cattle and Luxi cattle.

18-Month-old healthy beef cattle were selected, and their bones, muscles and bodies were gradually mature. There are no scratches, scars and scabs on the body surface, and fat deposits in the internal organs and abdomen. No disease was found during examination, and all physiological and biochemical indexes were normal. Specific phenotypic data were shown in Table 1.

**Table 1:** The phenotype data of Shandong black cattle and Luxi cattle.

Variety	Weight (kg)	Body height (cm)	Body length (cm)	Chest circumference (cm)	Cannon circumference (cm)	Thickness of backfat (cm)	Carcass weight (kg)
Shandong black cattle-1	513	137	161	200	20	1.8	418
Shandong black cattle-2	510	135	158	197	19	1.7	411
Shandong black cattle-3	506	131	153	192	18.5	1.7	400
Luxi cattle-1	490	135	147	178	17	1.2	285
Luxi cattle-2	486	130	143	182	15	1.2	270
Luxi cattle-3	492	138	152	173	18	1.3	276

### Sample collection

After acceptance and body measuremengt, live cattle would be slaughtered according to the GBT19477-2004 cattle slaughtering procedures, and then immediately disinfection and anatomy. The longissimus dorsi muscle (located between ribs 12–13 of the thorax) was selected as a sample and divided into small squares of about 2–3 cm^3^. A part of them putted in the cryopreservation tube and the other part putted in 4% paraformaldehyde. Fixed the samples and then marked time, name and number. Finally putted the cryopreservation tube into liquid nitrogen immediately. In the sampling process, spray 75% alcohol on the operating table and in the surrounding environment every 2 or 3 min, try to keep the sterile state, and finally bring the sample back to the laboratory. The samples should be ventilated, dried for preservation and prepared for using.

### Fatty acid determination

The fatty acid methyl ester of animal fat was prepared according to the method in GB/T 9695.2-2008. First, reflux was performed with an appropriate sodium hydroxide methanol solution, 12–15% boron trifluoride methanol solution was added to the solution for reflux, and saturated sodium chloride solution and isooctane were added. The solution was mixed, the extract was obtained, and the isooctane layer was used for analysis on a gas chromatograph. After collecting and entering the fatty acid data of the two groups with Excel 2007, ANOVA was conducted with SPSS 17.0 software. The difference between the two groups was analyzed by one-way ANOVA. The data were expressed as the mean ± standard deviation, with *P* < 0.05 indicating statistical significance.

### RNA extraction and sequencing

Extraction, library preparation and sequencing of total RNA from the longissimus dorsi muscle of Shandong black cattle (B) and Luxi Cattle (L) were performed. Total RNA was extracted by Trizol reagent (Invitrogen) according to the manufacturer's instructions, and genomic DNA was removed by DNase I (Takara). RNA quality (RNA integrity number, RIN) was determined by an Agilent 2100 Bioanalyzer, and a NanoDrop 2000 spectrophotometer (NanoDrop) was used for quantification. High-quality RNA samples (OD260/280 = 1.8–2.2, OD260/230 ≥ 2.0, RIN ≥ 6.5) were used to construct sequence libraries. Illumina Hiseq xten sequencing platform was used in this study. We have stored the RNA sequence data in the public domain GEO NCBI to obtain the GEO accession numbers: GSM4904154, GSM4904155, GSM4904156, GSM4904157, GSM4904158, GSM4904159.

### Read quality control and mapping

The original sequencing data was processed by Fastp software with parameters “‘-Q 20 -P90”’ through the disjointing sequence and low-quality sequence. In this step, reads containing adapter, ploy-N, and low-quality reads were removed from raw data to obtain clean clean reads. The clean reads were aligned to the Bos taurus genome (ARS-UCD1.2) using HISAT v2-2.1.0 software (https://daehwankimlab.github.io/hisat2/) and obtain the orientation pattern. The genome was constructed on the superfast short read mapper Bowtie 2 for mapping with default parameters. All downstream analyses were based on clean, high-quality data.

### Analysis and annotation of differentially expressed genes

To identify the DEGs between the two samples, we used the number of fragments per thousand exons (FPKM) to calculate the expression level of each transcript. The mapped reads of each sample were assembled by StringTie v2.1.3 in a reference-based approach. Cuffdiff tool in Cufflink v2.2.1 was used to calculate FPKMs of coding genes in each sample. Gene FPKMs were computed by summing the FPKMs of transcripts in each gene group. Cuffdiff (http://cufflinks.cbcb.umd.edu/) was used to analyze the differential expression^10^. The selected criteria for DEGs were as follows: the logarithm of fold change was greater than 2, and the q-value (q < 0.05) with FDR correction was less than 0.05. GO (gene ontology) terms were assigned based on the best-hits BLASTx resulted from NR alignments that were derived from Blast2GO v5.2.5 against GO database.

### Analysis of functions and protein–protein interactions (PPIs) of DEGs

To understand the functions of DEGs, goatools (https://pypi.org/project/goatools/) and KOBAS v3.0 (http://kobas.cbi.pku.edu.cn/) were used to conduct analyses of GO functional enrichment and Kyoto Encyclopedia of Genes and Genes (KEGG) pathway enrichment^11,12^. When the q value of a DEG was less than 0.05, the GO and KEGG pathways were considered to be significantly enriched. The GO enrichment analysis for DEGs (hypergeometric test, q-value < 0.05) was performed using clusterProfiler v3.16.0 in the R package.

The PPI network of DEGs was analyzed using the STRING v11 (http://string-db.org/) database, which contains direct and indirect protein associations. Based on the STRING analysis results and expression change information for each DEG, a network diagram of the selected DEGs (connecting one or more DEGs) was drawn by using Cytoscape v3.7.1 software^13^.

### Real-time quantitative PCR (qRT-PCR)

The reaction system (20 μL) consisted of the following: 1 μL of template cDNA, 10 μL each of the upstream and downstream primers, and 5 ml (5 × 1 mL vials) of RNase-free water. The thermal cycling procedure was as follows: 94 °C for 10 min, 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 40 s, with 40 cycles^14^.The expression of GAPDH was calculated by the 2^−△△CT^ method. Primers used for qRT-PCR as shown in Table 2.

**Table 2:** Primers used for qRT-PCR.

Gene	Primer sequence (5′ → 3′)	Product length (bp)	Annealing temperature (°C)
*GAPDH*	F:CCCTTCATTGACCTTCACTACA R:TCCATTGATGACGAGCTTCC	108	61
*FABP7*	F:CAGGACTCAAAGCACATTCAAG R:CTTTGCCATCCCATTTCTGTAC	794	62
*PCK1*	F:CATGACGAGGATGGGCAC R:GTGGGCGATGAGTGTGAG	257	62
*PILN1*	F:GCCAGCACTTCAGACAAAATC R:GGGAGGTTTCTGGGCATC	771	59
*LIPE*	F:TTCTTTCGCACCAGCCACAA R:CGTAGGAAGTCGGCAATTACCCT	161	58
*ADIPOQ*	F:CATTATGACGGCAGCAC R:CAGATGGAGGAGCACAG	192	52
*FABP4*	F:AGTGGGCGTGGGCTTTG R:CTCTTTATGGTGGTTGAT	252	49
*PPARGC1A*	F:TCCCCAGGCAGTAGATCTTC R:TCCTCGTAGCTGTCATACCTG	861	62
*COL6A2*	F:GAGATCCAGGCATCGAAGG R:CCCATCTGTCCCGTTCTTG	761	62
*COL4A5*	F:GAAAGGACCCAGTGGAGTA R:CATTGTGGAGCATCTGTTGT	426	55
*MYLPF*	F:GACCTGCGGGACACTTT R:GTCGGCACCTTTGAGCT	141	56
*MYL3*	F:CACGCCCAAGTGCGAGAT R:CCCTCCACGAAGTCCTCA	219	59
*ADCY1*	F:AGCACTTCCTAATGTCCAACC R:GAAGGCGTAGACATTCCACC	960	62
*ATGL*	F:CCTGCTGATTGCTATGAGTGT R:TCTTTGGAGTTGAAGTGGGTT	101	52
*IPMK*	F:GGATGTAAAGATAGGGCGGAAA R:AAGCACCAAGAACCCAATCT	109	56
*AMPK*	F:TCACCAGTGGACACGAGGAAAG R:CTCAGGTAGCACGGGTCGGAAT	217	56
*AQP7*	F:GCCATCATCTACTTGTTCTT R:GCTGAGGGTCTATCTTCG	176	52

### Western blotting

Muscle tissue samples were placed in a precooled mortar, fully ground into a powder with liquid nitrogen, kept at a low temperature, and transferred to a centrifuge tube containing 1.5 ml of RIPA lysis buffer. The powder and liquid were fully mixed, placed on ice for 30 min, and then vibrated violently every 10 min for 30 s. Then, 5 μL of 5 × SDS was added and suspended, and the mixture was vibrated for 20 s and centrifuged at 3500 r/min for 1 min. After boiling water treatment for 5 min and centrifugation for 5 min at 12,000 r/min, the supernatant, i.e., total protein of muscle tissue, was collected. For specific steps, see^15^. A luminescence kit was used to expose and develop the film in the darkroom. The film negative was scanned, and ImageJ 1.39u was used to analyze the optical density of the target strip.

### Ethics approval and consent to participate

All experimental design and procedures of this study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of Qingdao Agricultural University IACUC (Institutional Animal Care and Use Committee).

## Results

### The phenotype data of Shandong black cattle and Luxi cattle

According to SPSS 22.0(Table 1), the average body weight, body height, body length, chest circumference, cannon circumference, thickness of backfat and carcass weight of Shandong black cattle were 509.67 kg, 134.33 cm, 157.33 cm, 196.33 cm, 19.17 cm, 1.73 cm and 409.67 kg respectively. The average body weight, body height, body length, chest circumference, cannon circumference, thickness of backfat and carcass weight of Luxi yellow cattle were 489.33 kg, 134.33 cm, 147.33 cm, 177.67 cm, 16.67 cm, 1.23 cm and 277.00 kg respectively. The results of correlation coefficient significance test showed that the correlation coefficients between carcass weight and body weight, body height, body length, chest circumference and cannon circumference of Shandong black cattle were 0.999, 0.998, 0.999 and 0.950 respectively, while the correlation coefficients between carcass weight and body weight, body height, body length, chest circumference and tube circumference of Luxi yellow cattle were 0.564 and 0.524 respectively.

### Determination of fatty acids in beef cattle

To confirm the difference in partial fatty acid content between Shandong black cattle (B) and Luxi cattle (L), the fatty acid content of beef was determined. As shown in Table 3, the saturated fatty acid content of Shandong black cattle was 1.34% lower than that of Luxi cattle, and the monounsaturated fatty acid content of Shandong black cattle was higher; the polyunsaturated fatty acid content of Shandong black cattle was significantly higher than that of Luxi cattle. The stearic acid (saturated fatty acid) and linoleic acid (polyunsaturated fatty acid) contents in Shandong black cattle were significantly lower than those in Luxi cattle. The ratio of unsaturated fatty acids to saturated fatty acids in the muscle tissue of Shandong black cattle and Luxi cattle was 1.37:1 and 1.24:1, respectively, and the percentage of monounsaturated fatty acids relative to the total fatty acids of Shandong black cattle was 54.28%. These results confirmed that the beef of Shandong black cattle had a better fatty acid composition and flavor than that of Luxi cattle.

**Table 3:** Difference in the fatty acid content of beef between group B and group L.

Fatty acid component	Shandong black cattle	Luxi cattle
(SFAs) Saturated fatty acids	42.67 ± 4.13	44.01 ± 3.43
(MUFAs) Monounsaturated fatty acids	54.28 ± 3.77	52.11 ± 3.06
(PUFAs) Polyunsaturated fatty acids	3.97 ± 0.55*	2.36 ± 0.33
Myristic acid	2.62 ± 0.45	2.29 ± 0.66
Palmitic acid	23.44 ± 2.80	24.15 ± 2.11
Stearic acid	9.72 ± 0.915*	15.43 ± 4.64
Margaric acid	0.66 ± 0.11	0.57 ± 0.11
Palmitoleic acid	3.24 ± 0.65	3.98 ± 1.27
Myristoleic acid	0.75 ± 0.22	0.93 ± 0.28
Oleic acid	50.90 ± 3.31	47.69 ± 4.76
Peanut olefinic acid	0.38 ± 0.11	0.49 ± 0.12
Linoleic acid	2.52 ± 0.47*	1.06 ± 0.31
Linolenic acid	0.43 ± 0.11	0.45 ± 0.18
Others	3.13 ± 0.69	3.11 ± 0.88

In the table, * indicates a significant difference (*P* < 0.05).

### Transcriptome quantification

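RNA-Seq was performed on the longissimus dorsi muscle of 3 Shandong black cattle (B) and 3 Luxi cattle (L), all 18 months old, with one library per animal. The paper names a different source for the animals of each breed, although it describes unified feeding. Breed and source therefore cannot be separated in the comparisons below. Shandong black cattle is a breed that combines Japanese black cattle, Luxi cattle and Bohai black cattle, and Luxi cattle is a local yellow cattle breed. For each animal, the authors deposited the transcripts that StringTie assembled from reads aligned to the Bos taurus genome ARS-UCD1.2, guided by the NCBI annotation, with the coverage, the FPKM (fragments per kilobase of transcript, relative to the sequenced fragments of the library) and the TPM (coverage times a constant of the library) of each transcript. The ratio of coverage to FPKM gives the aligned bases behind a library, which ranged from 14.1 to 14.6 gigabases in Shandong black cattle (median 14.5) and from 17.5 to 18.0 gigabases in Luxi cattle (median 17.6). Table 4 of the paper lists between 94094172 and 97711021 mapped reads for the Shandong black cattle and between 117281323 and 120167801 for the Luxi cattle, so that each mapped read in the table corresponds to 149.4 to 149.7 aligned bases.

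The FPKM of a gene was the sum over its transcripts. Reference transcripts carried 65.3 to 73.9% of the FPKM of a library. Assembled transcripts with at least 50% of their bases on the reference exons of a gene were added to that gene and carried 4.18 to 7.72%, and the other assembled transcripts, with 21.6 to 29.9%, entered no gene. FPKM was used without further scaling between animals. Genes with a mean FPKM of at least 1 in at least 1 breed, 9781 of the 18010 genes listed, were tested on log2(FPKM + 1) with limma and Benjamini-Hochberg adjustment. Fold changes are given as Luxi cattle over Shandong black cattle, the direction of Table 6, and on this scale they understate the change of genes with low FPKM. A gene was called differentially expressed at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. The files give no whole-number read counts, and with 3 animals per breed the exact permutation test of a single gene cannot fall below a two-sided p of 0.1.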

After removing the low-quality reads and the reads with adapter sequences from the RNA-Seq raw reads, 223,609,230 clean reads (B: 122,463,284, L: 101,145,946; Table 4) were obtained. In the B and L samples, 98.08% and 97.53% of the reads were located in the reference genome, and the clean (Q30) base rate was 94.30% and 93.72%, respectively.

**Table 4:** Read quality and mapping results for RNA-Seq.

Sample	Total raw reads	Total clean reads	Mapped reads	Mapping rate (%)	Clean (Q30) Base Rate (%)
L1	126,735,736	122,463,284	120,167,801	98.13	94.00
L2	125,664,524	119,811,368	117,518,654	98.09	94.36
L3	125,900,178	119,637,778	117,281,323	98.03	94.54
B1	99,182,298	95,960,692	94,094,172	98.05	93.75
B2	105,345,396	101,145,946	97,711,021	96.60	93.56
B3	102,435,924	98,666,436	96,633,740	97.94	93.86

### DEG analysis and functional annotation

For a gene to be considered a DEG, the criteria of an FPKM of l, fold change (FC) ≥  ± 2, and q < 0.05 had to be met. 

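Among the 9781 genes tested, 251 were differentially expressed between the breeds by limma with Benjamini-Hochberg adjustment. Without regard to the p-value, 788 genes reached a log2 fold change of 1 in size, of which 504 were higher and 284 lower in Luxi cattle. The values of all animals of one breed lay above those of the other breed in 2850 genes, or 29.1% of those tested, where chance gives 10%, and each of the 251 called genes was among them. The median standard deviation of log2(FPKM + 1) between animals was 0.187 in Shandong black cattle and 0.312 in Luxi cattle. The number of called genes moved most when one animal was left out, from 3 genes without the Shandong black cattle replicate 3 to 593 genes without the Luxi cattle replicate 1.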

A total of 1320 genes were identified as significantly differentially expressed in the Shandong black cattle group (B). Of the 1320 genes, 867 were upregulated, and 453 were downregulated (Fig. 1; and attachment 1: Fig. S1: Heat map of DEGs between Shandong black cattle and Luxi cattle samples, where yellow indicates upregulation and blue indicates downregulation (PDF, 47 KB); attachment 2: table S1: Differentially expressed genes in Shandong black cattle and Luxi cattle samples (XLS, 111 KB)).

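In the files, 151 of the 251 called genes were higher and 100 were lower in Luxi cattle. The split between the directions depended on the scaling of the libraries and on single animals. Without the Shandong black cattle replicate 2, 76 genes were higher and 106 lower. With median-of-ratios size factors, 115 genes were higher and 150 lower, and with quantile normalization 124 were higher and 164 lower. The median log2 fold change of all genes tested was 0.13 without scaling and 0.01 with the size factors.

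Among called genes, the largest rise in Luxi cattle was that of LOC112448022, on chromosome 9 of ARS-UCD1.2 from 27990450 to 28014089. Its FPKM was 42.1 ± 10.9 (SD, n = 3) in Luxi cattle and 0.0841 ± 0.00572 (SD, n = 3) in Shandong black cattle, a log2 fold change of 5.28 (limma adjusted p = 0.000244). Reference transcripts held 11.8% of the FPKM of this gene, and with only these summed the log2 fold change was 1.95 and the gene was not called. PFKFB3, ADPRHL1, FRZB and AGO2 followed, with log2 fold changes of 4.18, 3.97, 3.22 and 3.11. AGO2, with 33.2% of its FPKM on reference transcripts, had a log2 fold change of 1.05 on these alone and was not called. PFKFB3 (limma adjusted p = 0.0496) and FRZB (limma adjusted p = 0.0429) were also not called on reference transcripts alone, with voom, without a filter on FPKM or in 5 of the 6 fits that left out one animal. PFKFB3 was in addition not called with a pseudocount of 0.1 or with eBayes without the trend, and FRZB not with TPM, quantile normalization or the replicate block. ADPRHL1 was not called with voom, without a filter or in 3 of the 6 fits that left out one animal. The largest fall was that of the cardiac actin gene ACTC1, on chromosome 10 from 30288631 to 30293908, from 653 ± 341 FPKM (SD, n = 3) in Shandong black cattle to 13.3 ± 11.7 (SD, n = 3) in Luxi cattle, a log2 fold change of -5.64 (limma adjusted p = 0.0148). ANKRD2, RSPO3 and COMP, with log2 fold changes of -4.74, -3.99 and -3.52, were also among the 5 largest falls, together with FABP4. ACTC1, ANKRD2 and RSPO3 were each not called in 3 of the 6 fits that left out one animal, and COMP in 4. Without a filter on FPKM, ANKRD2, RSPO3 and COMP were not called, and with voom RSPO3 and COMP were not.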

**Figure 1:**
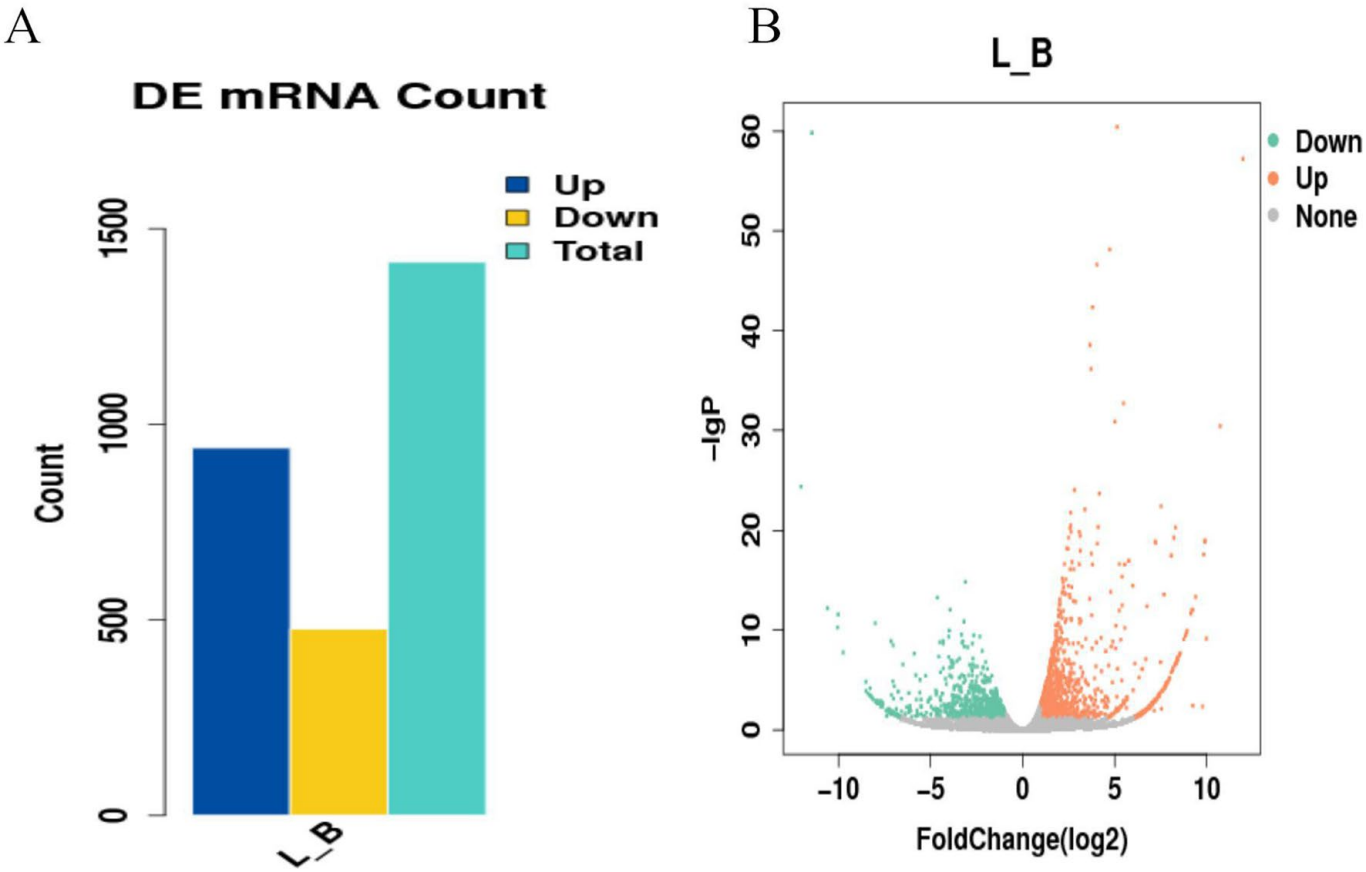
Summary of differentially expressed genes between Shandong black cattle (B) and Luxi cattle (L) **a** A total of 1321 genes were identified as significantly differentially expression, 867 were upregulated, and 453 were downregulated. **b** According to the two variables of fold change and *P*-value, the volcano map was drawn. When the abscissa value is 0, it means that the expression of gene is the same between the two samples, while the ordinate value represents the significant level, and the larger the value is, the higher the significant level is.

In our study, 1320 unigenes were assigned to 50 sub-categories of GO terms belonging to the following three main categories: cellular component (CC), biological process (BP), and molecular function (MF). These main categories included 16, 23, and 11 sub-term categories, respectively (Fig. 2).The DEGs were mainly enriched in the processes of cellular process (BP),biological regulation (BP) of GO sub-categories of biological process (BP) and cell part (CC) of cellular component (CC).The upregulated DEGs were associated with 27 terms, the mainly enriched sub-categories were mainly involved in cell part (CC), cellular process (BP), binding (MF), biological regulation (BP) and metabolism process (BP). The downregulated DEGs were associated with 23 GO terms. The most frequently annotated GO terms were cell part (CC), binding (MF), cellular process (BP), biological regulation (BP) and organelle part (CC).

**Figure 2:**
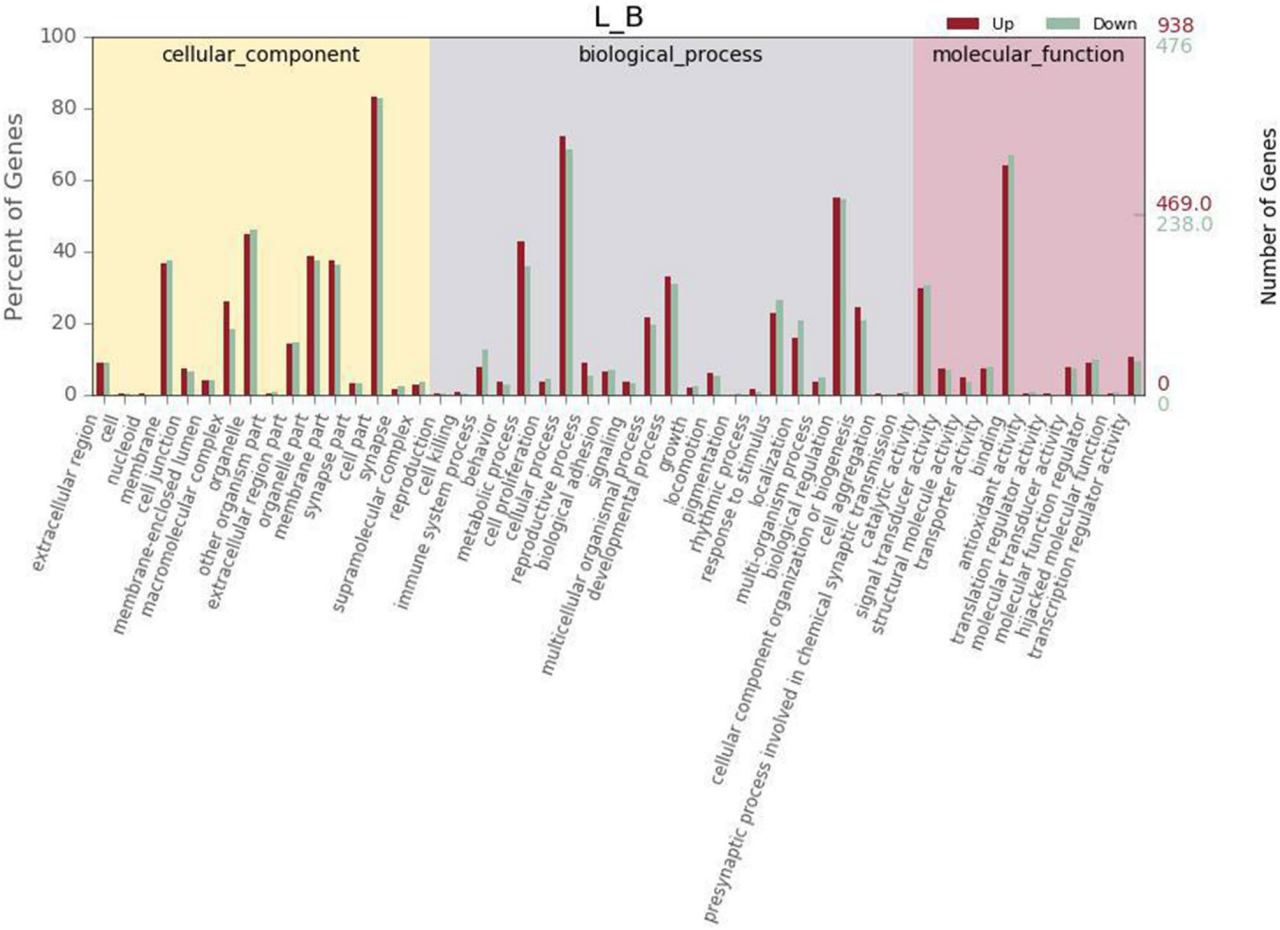
GO annotation of DEGs between the longissimus dorsi muscle of Shandong black cattle and that of Luxi cattle. A total of 1320 DEGs were annotated with 50 different GO terms. The upregulated DEGs were associated with 27 terms, and the downregulated DEGs were associated with 23 GO terms. Red represents upregulated genes, green represents downregulated genes.

### Functional and PPI analyses of DEGs

After the enrichment analysis of GO terms, the enrichment ratio of DEGs for different GO terms was analyzed. The DEGs related to fat metabolism were significantly enriched in negative regulation of the Wnt signaling pathway, brown fat cell differentiation, regulation of the Wnt signaling pathway, cAMP metabolic process, fat cell differentiation, biological regulation, regulation of cellular metabolic process, and regulation of primary metallic process, among others (attachment 3: Fig. S2 and attachment 4: Table S2: Results of DEG enrichment analysis between Shandong black cattle and Luxi cattle samples (XLS 159 kb)).

We have analyzed the upregulated genes and downregulated genes respectively for enrichment and other ways, and it is interesting that we find the pathways that upregulated and downregulated genes are significantly enriched is the Regulation of lipolysis in adipocytes. Among the 32 pathways with significant enrichment, focal adhesion, regulation of lipolysis in adipocytes, ECM receiver interaction, AMPK signaling pathway, PPAR signaling pathway and adipocytokine signaling pathway were enriched in typical pathways (www.kegg.jp/kegg/kegg1.html) (attachment 5: Fig. S3, Table 4 and attachment 6: Table S3:KEGG pathway enrichment result of the DEGs.). As a whole significantly enriched lipid metabolism pathway, the upregulated genes is ECM-receptor interaction and Focal adhesion and the downregulated genes is PPAR signaling pathway and AMPK signaling pathway. 

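Table 5 lists 66 different genes over the 6 pathways, of which 59 were found in the files by name. TAHR, PXPA and COL1A3 matched no gene name, and ACSBG2, LAMA3, COL4A5 and COL4A6 were not analysed here. In the files, 58 of the 59 genes differed between the breeds in the direction listed in Table 5, and ADCY7 was the exception, except with limma voom on read numbers estimated from the coverage. Of the 58, LEPR and PDGFB changed sign in at least 1 fit that left out one animal. A mean FPKM of at least 1 in at least 1 breed was reached by 51 genes, and the other 8 were too low to enter the test. Of these 51 genes, 30 changed by a log2 fold change of at least 1 in the listed direction, and in 37 the breeds did not overlap. By limma, 12 genes were called in the listed direction with adjustment over all genes tested, and 27 with adjustment over the genes of Table 5 alone. All of these counts start from genes that the paper called on the same animals.

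In the ECM-receptor interaction pathway, all 13 genes analysed were higher in Luxi cattle, with a median log2 fold change of 1.19, and COL6A1, COL6A2 and COL1A2 were called, each of them in only 1 of the 6 fits that left out one animal. With median-of-ratios size factors the median was 1.04 and all 13 genes were still higher. In focal adhesion, all 18 genes analysed among those listed as upregulated were higher in Luxi cattle, with a median of 1.03, and COL6A1 and COL6A2 were called. PDGFB did not keep its direction, with a log2 fold change down to -0.045 in the fits that left out one animal.

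**Figure D1:**
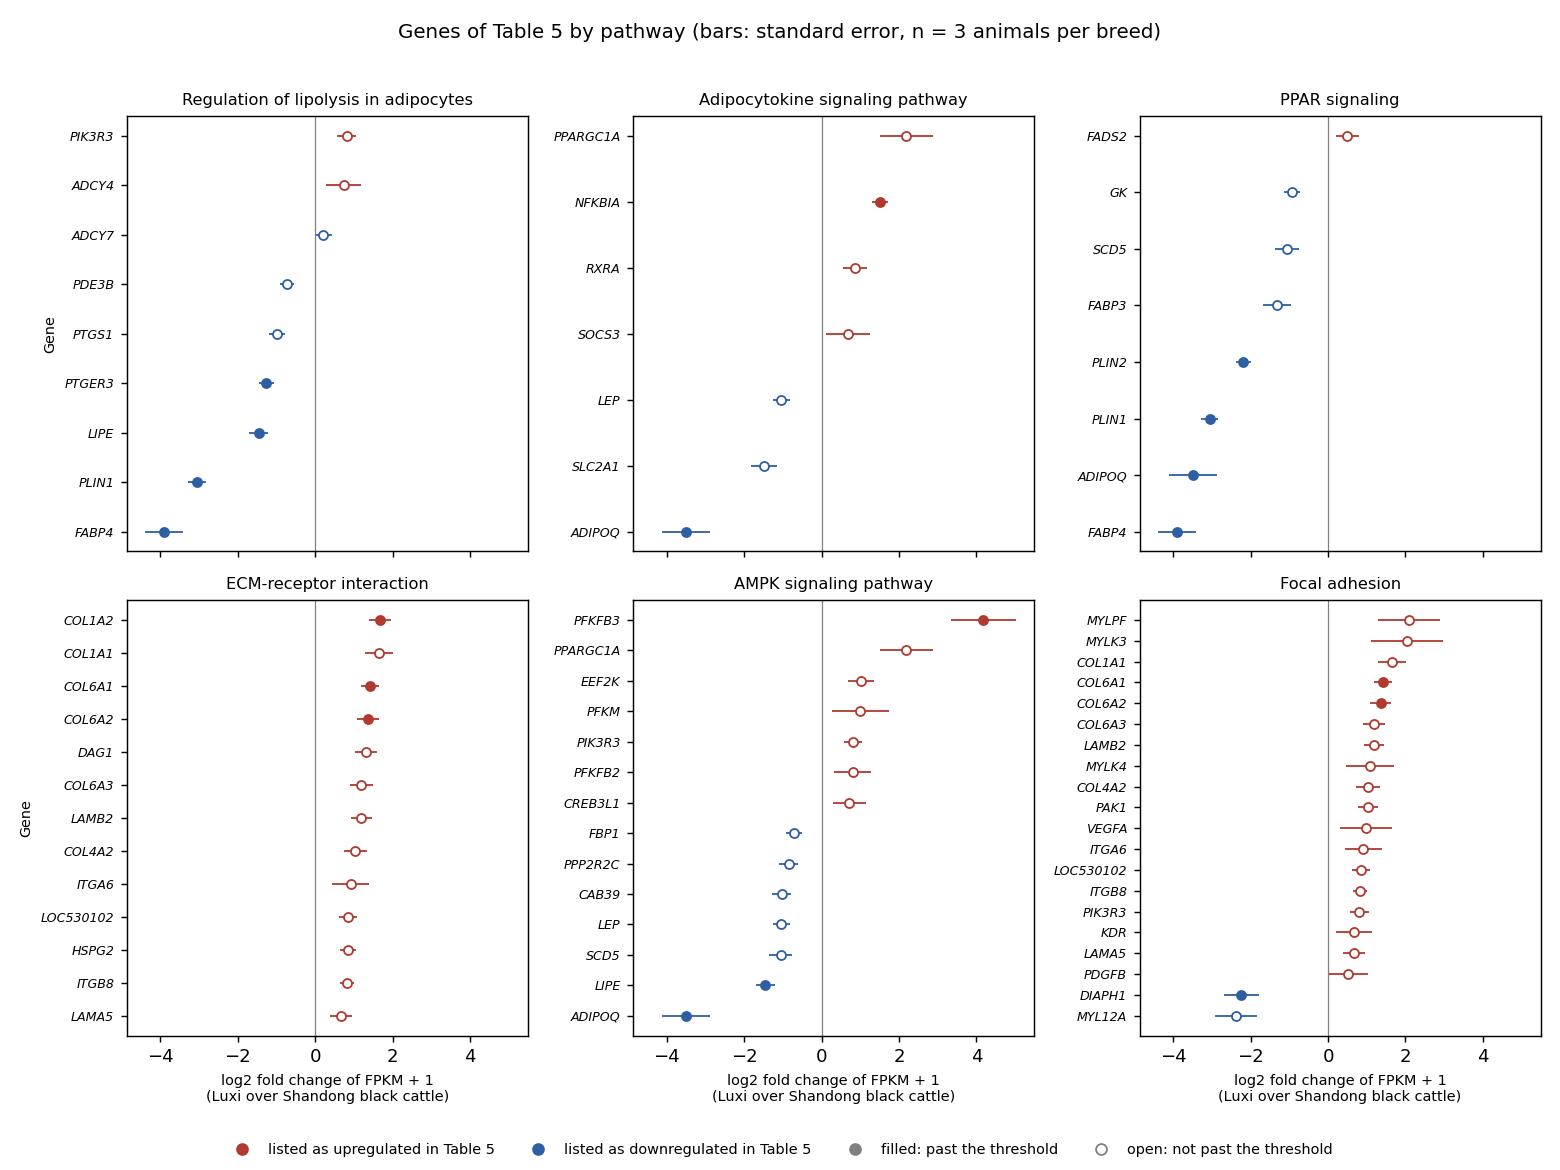
Log2 fold change of FPKM + 1, Luxi over Shandong black cattle, of the 51 genes of Table 5 that were tested, one panel per pathway, with bars for the standard error (n = 3 animals per breed), colour for the direction listed in Table 5 and filled symbols for the 12 genes called in that direction. Every ECM-receptor interaction gene lies right of 0, and in the panel of PPAR signaling FADS2 alone does.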

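The genes listed in Table 5 as downregulated in PPAR signaling, namely PLIN2, FABP7, PCK1, FABP4, FABP3, PLIN1, GK, ADIPOQ and SCD5, were all lower in Luxi cattle. Of the 7 that could be tested, 4 were called (PLIN2, FABP4, PLIN1 and ADIPOQ), and their median log2 fold change was -2.19. In the AMPK signaling pathway, the 11 genes listed as downregulated were lower in Luxi cattle and the 7 listed as upregulated were higher. LIPE and ADIPOQ were called among the former and PFKFB3 among the latter. LEP fell from an FPKM of 1.18 ± 0.491 (SD, n = 3) in Shandong black cattle to 0.0396 ± 0.0447 (SD, n = 3) in Luxi cattle, a log2 fold change of -1.04 that did not pass the threshold (limma adjusted p = 0.0567), although it did with size factors, quantile normalization or TPM. LEPR had an FPKM of 0.437 ± 0.0861 (SD, n = 3) and 0.420 ± 0.259 (SD, n = 3), respectively, a difference smaller than the spread between animals.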

We regard PPAR signaling pathway and AMPK signaling pathway as a highly representative pathway of lipid metabolism in Shandong black cattle. The differential genes involved in the above pathway are shown in the Table 5.

**Table 5:** List of significantly enriched KEGG pathways related to lipid metabolism.

Pathways	ID	No. of DEGs	*P*-value	Upregulated genes	Downregulated genes
Regulation of lipolysis in adipocytes	Ko04923	13	0.00093	*ADCY4, TAHR, PIK3R3, ADCY1, NPY1R*	*PTGS1, FABP4, PDE3B, ADORA1, ADCY7, LIPE, PLIN1, PTGER3*
Adipocytokine signaling pathway	Ko04920	11	0.039847	*RXRA, SOCS3, NFKBIA, PPARGC1A, ACSBG2*	*PCK1, G6PC, LEPR, SLC2A1, LEP, ADIPOQ*
PPAR signaling	Ko03320	12	0.032492	*PXPA, FADS2, ACSBG2*	*PLIN2, FABP7, PCK1, FABP4, FABP3, PLIN1, GK, ADIPOQ, SCD5*
ECM-receptor interaction	Ko04512	16	0.000853	*COL6A1, COL6A2, LOC530102, COL4A2, ITGA6, LAMA5, COL1A1, HSPG2, DAG1, LAMB2, LAMA3, COL4A6, COL4A5, COL6A3, COL1A2, ITGB8*	
AMPK signaling pathway	Ko04512	18	0.018498	*PFKFB3, CREB3L1, PFKFB2, EEF2K, PIK3R3, PFKM, PPARGC1A*	*ADRA1A, FBP1, PCK1, LIPE, CAB39, G6PC, LEPR, LEP, ADIPOQ, SCD5, PPP2R2C*
Focal adhesion	Ko04510	24	0.017491	*COL6A1, COL6A2, LOC530102, COL4A2, COL4A2, ITGA6, LAMA5, MYLK3, COL1A1, LAMB2, VEGFA, MYLK4, LAMA3, MYLPF, PAK1, COL4A6, COL4A5, PIK3R3, COL6A3, COL1A3, ITGB8, PDGFB, KDR*	*DIAPH1, MYL12A*

The potential interaction network between different genes was studied by using STRING analysis. As shown in Fig. 3, most of the DEGs were related to metabolic pathway, focal adhesion, purine metabolism, regulation of lipolysis of adipocytes and the cAMP signaling pathway. Among the upregulated genes, *COL6A1*, *COL6A2*, *LAMB2*, *VEGFA*, *MYLK4*, *LAMA3* and *MYLPF* were located in the core of the network and connected to many other DEGs; among the downregulated genes, the key loci were *FABP4*, *ADIPOQ*, *PLIN1*, *PLIN2* and *LIPE*, which were related to the largest numbers of genes. In addition, not all DEGs were connected to other DEGs because their functions were either not relevant or not yet clarified (attachment 7: Fig. S4:STRING analysis of all DEGs between S2 Shandong black cattle bull and Luxi cattle samples (SVG, 8290 kb)). These DEGs were not included in Fig. 4.

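COL6A1 and COL6A2 lie on chromosome 1 of ARS-UCD1.2, from 145668730 to 145687976 and from 145807051 to 145838162. The FPKM of COL6A1 was 21.6 ± 3.41 (SD, n = 3) in Shandong black cattle and 59.2 ± 9.57 (SD, n = 3) in Luxi cattle, a log2 fold change of 1.42 with a limma adjusted p of 0.0329. COL6A1 was not called without a filter on FPKM, with voom, with the replicate block or in 5 of the 6 fits that left out one animal. LAMB2, on chromosome 22, had a log2 fold change of 1.19 and did not pass the threshold (limma adjusted p = 0.0615), although each Luxi animal was above each Shandong black animal. VEGFA and MYLK4, both on chromosome 23, had log2 fold changes of 0.99 and 1.09 that did not pass the threshold (limma adjusted p = 0.426 and 0.342). Both rested on one animal: the FPKM of VEGFA was 91.9, 12.4 and 19.5 in the Luxi cattle replicates 1, 2 and 3, and that of MYLK4 was 8.13, 1.11 and 0.530. LAMA3 was not analysed here.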

**Figure 3:**
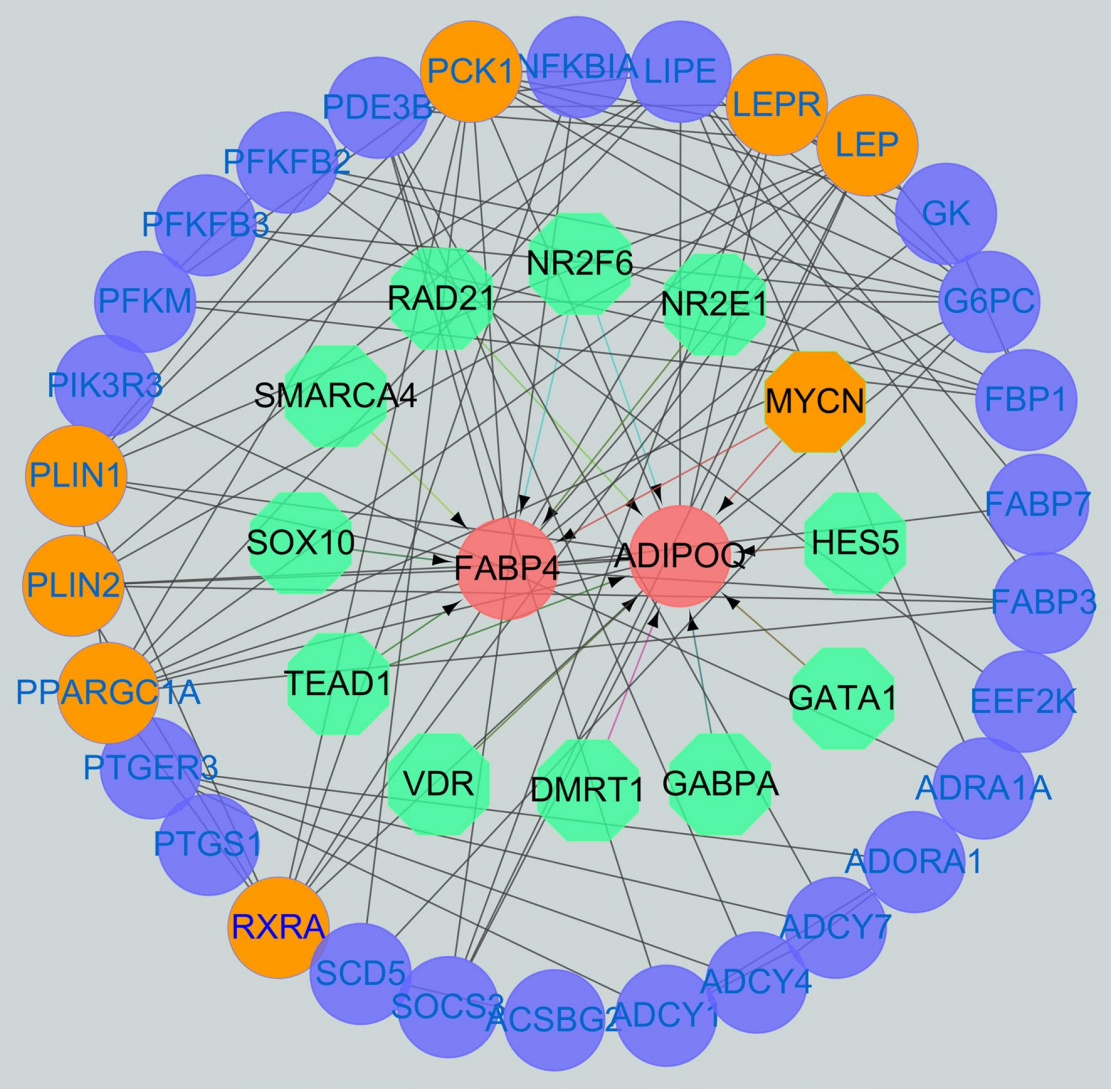
Prediction of differential gene targeting network. Blue represents differential regulatory gene, Green represents predictive regulatory gene, Orange represents the regulator of FABP4 and ADIPOQ genes.

**Figure 4:**
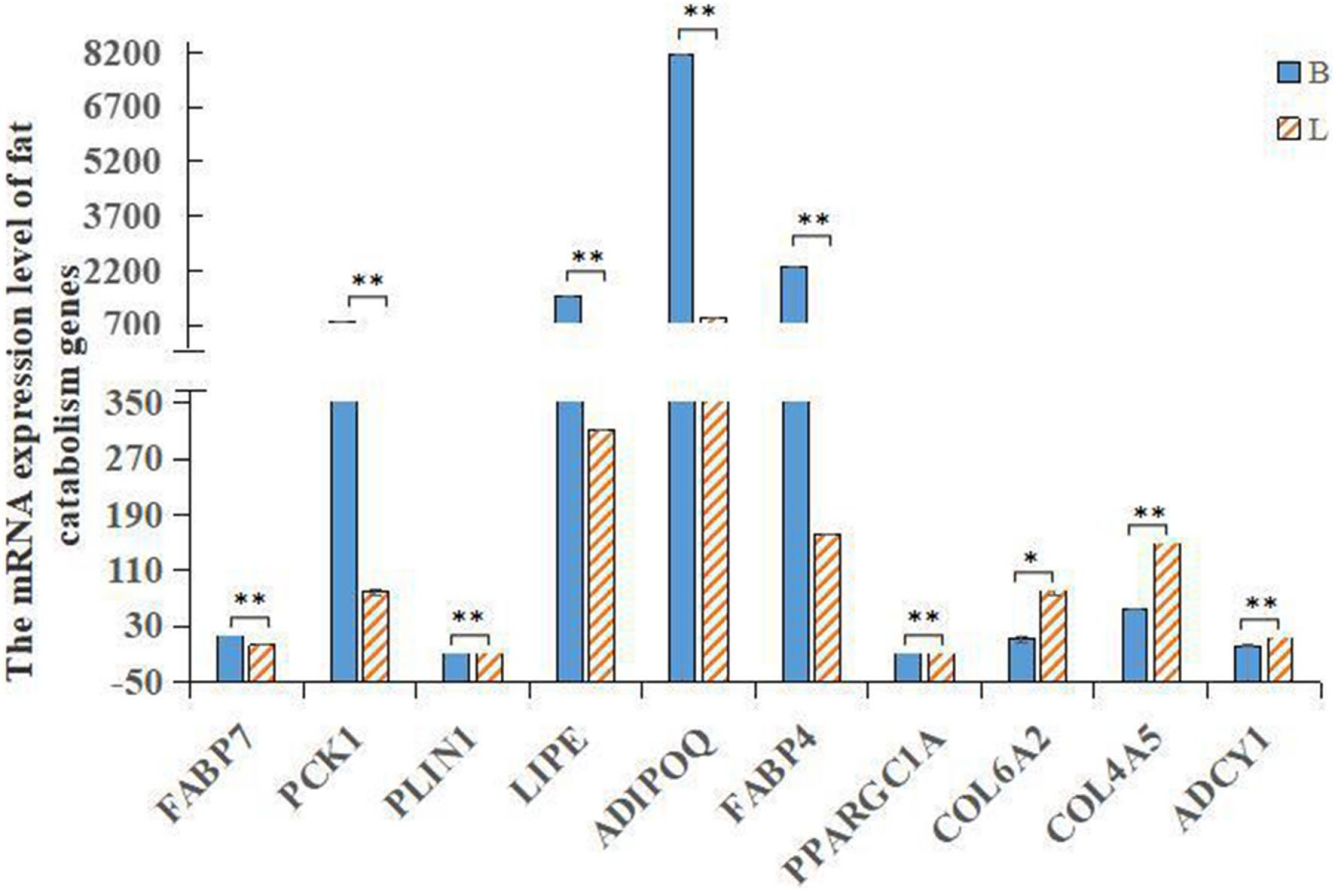
Expression profile of fat metabolism-related genes. The expression of different genes related to fat metabolism in Shandong black cattle and Luxi cattle was determined by qRT-PCR. Data are shown as the mean ± S.D. Columns marked with *(*P* < 0.05) are significantly different from each other, and those with **(*P* < 0.01) show extreme differences.

### Expression profile analysis of genes related to fat metabolism

qRT-PCR was used to detect the expression of differentially expressed genes related to fat metabolism. As shown in Fig. 4, most of the DEGs showed significantly different expression (*P* < 0.01), except *COL6A2* (*P* < 0.05). Among the 10 genes related to fat metabolism, *ADIPOQ* exhibited the highest expression in the longissimus dorsi, followed by *FABP4*, *LIPE* and *PCK1*, and the expression of the other genes was relatively low.

### Partial verification of RNA-Seq data

To further verify the RNA-Seq data, the DEGs determined to be related to the fat metabolism response with RNA-Seq were selected for qRT-PCR analysis. 

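The log2 fold changes computed from the deposited FPKM were set beside the qRT-PCR values that the paper prints in Table 6, for 11 of its genes, since COL4A5 was not analysed here. All 11 had the sign of the qRT-PCR value. Across genes, which are not independent replicates, Pearson's r was 0.866 (two-sided permutation test with 100000 resamples, p = 0.00118) and Spearman's rho was 0.827 (p = 0.00285 from the same permutation test). Part of this relation is the separation of genes that are lower from genes that are higher in Luxi cattle. Within the 6 genes that were lower r was 0.431 (exact permutation test, p = 0.439), and within the 5 that were higher it was 0.248 (exact permutation test, p = 0.733). In the fits that left out one animal, r ranged from 0.376 to 0.482 within the lower genes. Within the higher genes it ranged from -0.463, without the Luxi cattle replicate 1, to 0.497, without the Luxi cattle replicate 2. Over the 6 relations computed, the Benjamini-Hochberg adjusted values were 0.00708 and 0.00855 for all genes and 0.733 within each direction. With the log2 ratio of the mean FPKM of the breeds, without a pseudocount, r was 0.968 over 10 genes, because FABP7 was listed at 0 in every Luxi animal, and within the 5 of them that were lower it was 0.854 (exact permutation test, p = 0.0333, not adjusted), with a Spearman's rho of 0.8 (exact permutation test, p = 0.133). Within the 5 that were higher r was 0.543 on that scale (exact permutation test, p = 0.383).

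The genes with low FPKM moved most between these scales. PCK1, at 0.628 ± 0.333 FPKM (SD, n = 3) in Shandong black cattle and 0.143 ± 0.125 (SD, n = 3) in Luxi cattle, had a log2 ratio of means of -2.13 and a log2 fold change of -0.50 on the scale with the pseudocount. ADCY1, at 0.178 ± 0.163 (SD, n = 3) and 0.535 ± 0.225 (SD, n = 3), had 1.59 and 0.38. Neither reached a mean FPKM of 1 in a breed. PPARGC1A had an FPKM of 1.90 ± 0.187 (SD, n = 3) and 18.9 ± 22.1 (SD, n = 3), and its log2 fold change of 2.19 did not pass the threshold (limma adjusted p = 0.129). COL6A2, at 27.6 ± 5.00 (SD, n = 3) and 73.1 ± 17.5 (SD, n = 3), had a log2 fold change of 1.36 and an adjusted p of 0.0495 from limma, and was not called with a pseudocount of 0.1, without a filter on FPKM, with voom, with the replicate block, with reference transcripts only or in 5 of the 6 fits that left out one animal.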

As shown in Table 6 and Fig. 5 selected genes showed consistent results between the RNA-Seq and qRT-PCR analyses, and the correlation coefficient between the RNA-Seq and qRT-PCR results (Fig. 6) was very high (R^2^ = 0.97302). Some DEGs were detected by Western blot, as shown in Fig. 7 (attachment 8: Fig. S5: Gel pictures of Western blot). The expression of *ADIPOQ* and *FABP4* decreased significantly (Fig. 7a), and the expression of *MYLPF* and *MYL3 *increased significantly (Fig. 7b). In addition, there was no change in the expression of β-actin (used as a control). The relationship between the Shandong black cattle and Luxi cattle was consistent with the results of RNA-Seq. These results confirmed that the differentially expressed genes identified by RNA-Seq were reliable.

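In the RNA-Seq files, each Shandong black animal had a higher FPKM of ADIPOQ and of FABP4 than each Luxi animal. MYLPF, on chromosome 25 of ARS-UCD1.2 from 26559395 to 26561857, had an FPKM of 1632 ± 915 (SD, n = 3) in Shandong black cattle and 7893 ± 5058 (SD, n = 3) in Luxi cattle. Its log2 fold change of 2.10 (standard error 0.80) did not pass the threshold (limma adjusted p = 0.187), and the Luxi cattle replicate 1, at 2065, lay below the Shandong black cattle replicate 2, at 2598. MYL3, on chromosome 22 from 52638286 to 52644068, had an FPKM of 13.1, 46.4 and 26.6 in the Shandong black cattle replicates 1, 2 and 3 and of 1180, 63.5 and 244 in the Luxi cattle. The breeds did not overlap, but the Luxi animals differed so widely that the log2 fold change of 3.33 (standard error 1.00) was not past the threshold (limma adjusted p = 0.119). ACTB, the gene of the control protein, had a log2 fold change of -0.16 (limma adjusted p = 0.821).

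**Figure D2:**
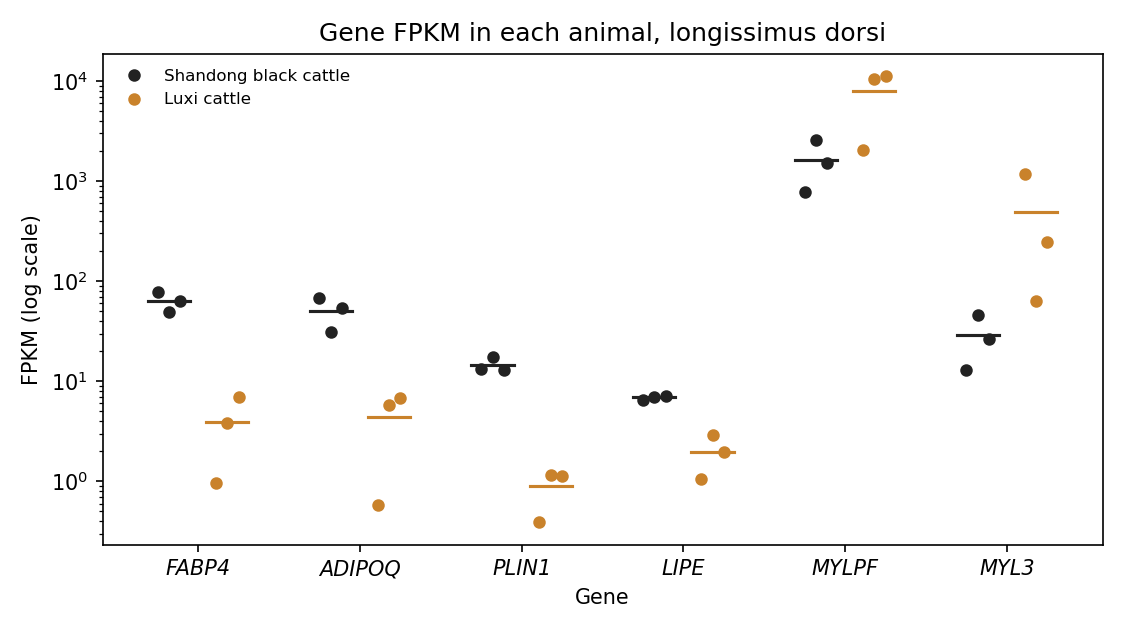
FPKM on a log scale of FABP4, ADIPOQ, PLIN1, LIPE, MYLPF and MYL3, with one point per animal (3 Shandong black cattle in black, 3 Luxi cattle in orange) and a line at the mean of each breed. The breeds are apart in FABP4, ADIPOQ, PLIN1, LIPE and MYL3 and overlap in MYLPF.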

**Table 6:** The immune response-related DEGs and partial validation of RNA sequencing data by qRT-PCR.

Gene ID	Gene name	Functional annotation	FC (log2(L/B))	
			RNA-Seq	qRT-PCR
**Downregulated**				
NM_001078162.2	*FABP7*	Fatty acid binding protein 7	− 3.7202	− 3.3823
NM_174737.2	*PCK1*	Phosphoenolpyruvate carboxykinase 1	− 3.1438	− 3.2106
NM_001083699.1	*PLIN1*	Perilipin 1	− 3.9278	− 3.6566
NM_001080220.1	*LIPE*	Hormone sensitive type	− 2.0047	− 2.2774
NM_174742.2	*ADIPOQ*	Adiponectin, C1Q and collagen domain containing	− 3.4458	− 3.2016
NM_174314.2	*FABP4*	Fatty acid binding protein 4, adipocyte	− 3.9620	− 3.8339
**Upregulated**				
NM_177945.3	*PPARGC1A*	PPARG coactivator 1 alpha	3.1363	3.4889
NM_001075126.1	*COL6A2*	Collagen type VI alpha 2 chain	1.3982	2.9828
XM_002699862.5	*COL4A5*	Collagen type IV alpha 5 chain	1.3815	1.6453
NM_001075647.1	*MYLPF*	Myosin light chain, phosphorylatable, fast skeletal muscle	2.3186	2.0552
NM_001076501.2	*MYL3*	Myosin light chain 3	4.0811	4.1010
NM_174229.2	*ADCY1*	Adenylate cyclase 1	3.7571	3.4890

**Figure 5:**
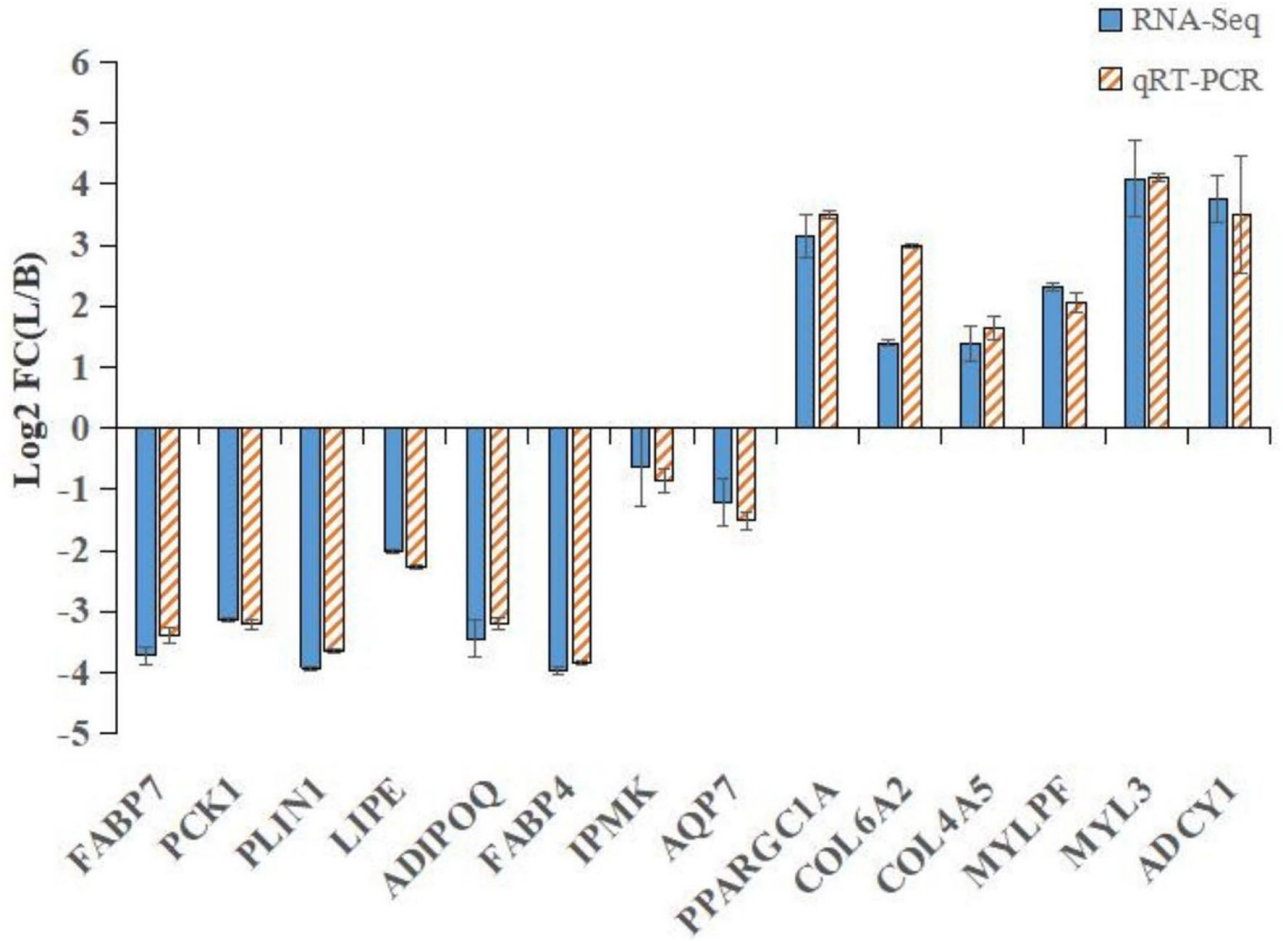
Comparison of gene expression levels detected with RNA-seq and qRT-PCR.

**Figure 6:**
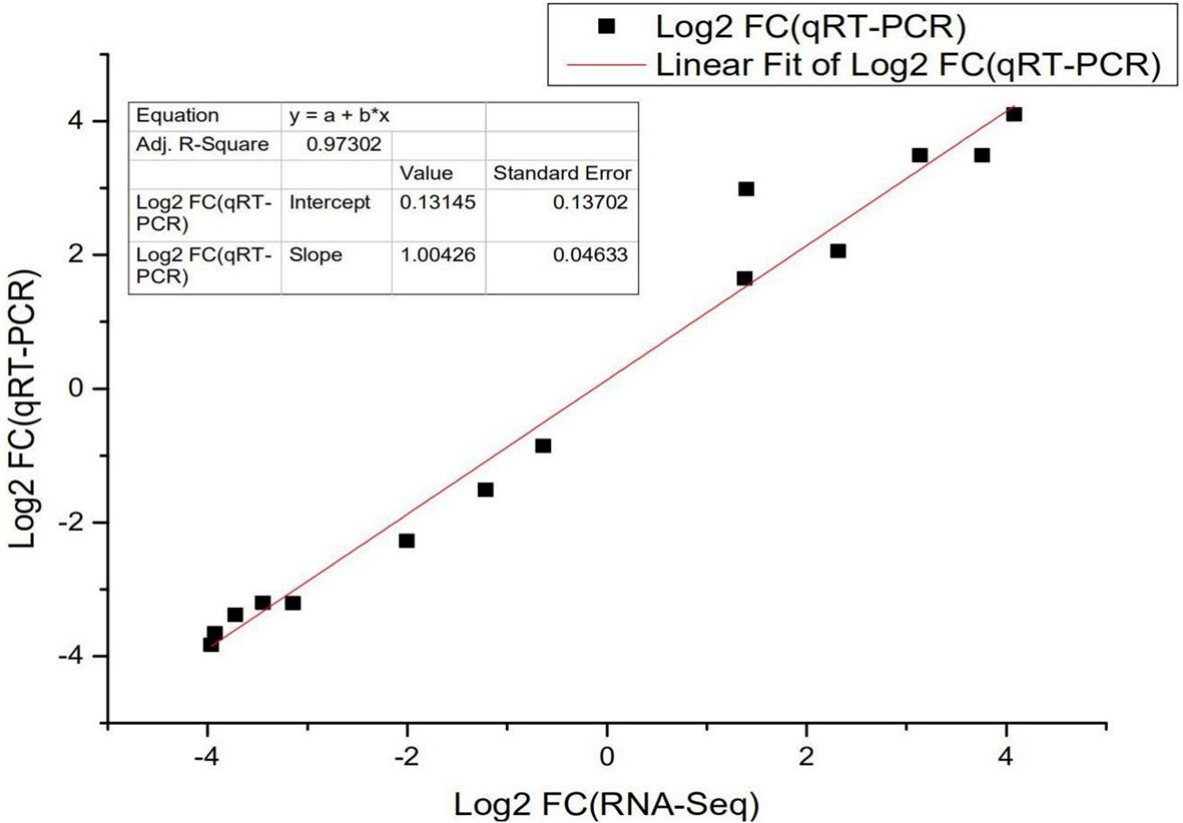
Linear fitting of RNA-seq and qRT-PCR gene expression data**.** The DEGs related to fat metabolism were selected for qRT-PCR analysis. The 14 selected genes showed consistent results between the RNA-seq and qRT-PCR analyses, with a correlation coefficient (R^2^) = 0.97302.

**Figure 7:**
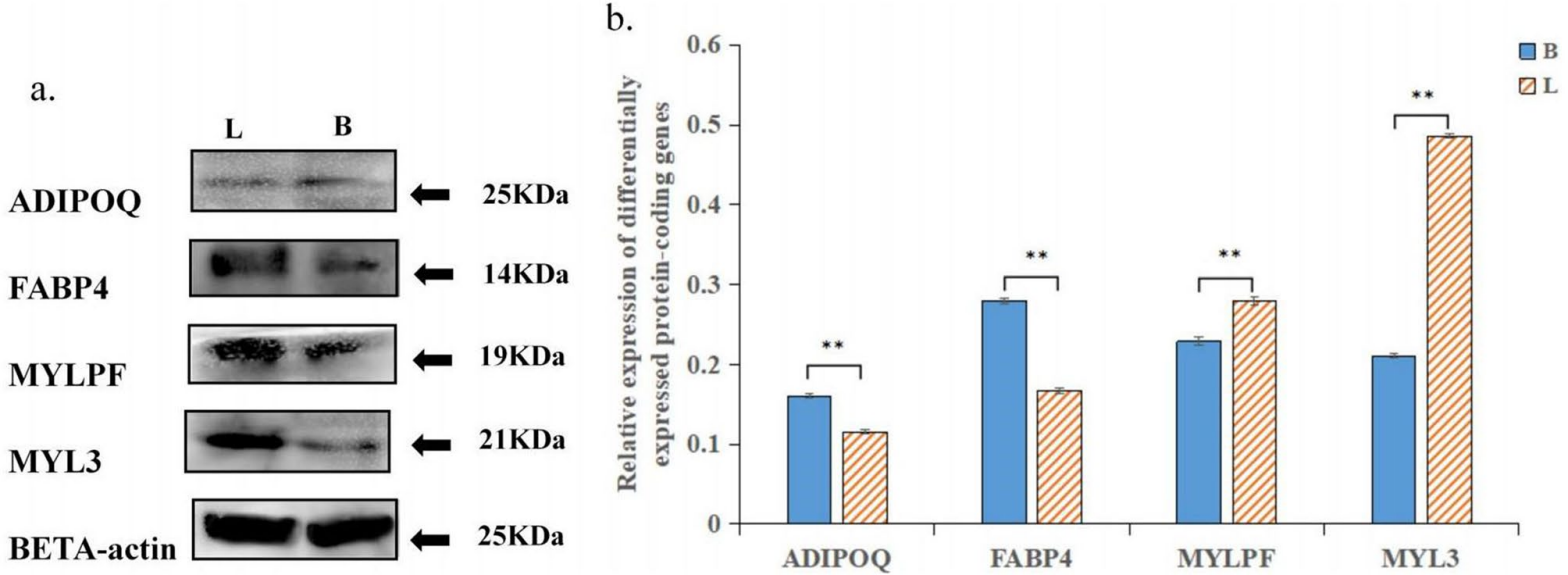
Expression of protein-coding DEGs. **a** The expression of ADIPOQ, FABP4, MYLPF and MYL3 in the samples was determined by Western blot using anti-beta actin polyclonal antibody (Abcam) and anti-rabbit IgG (whole-molecule) antibody (Sigma), unprocessed images are presented in Supplementary Figure S5. **b** The quantitative data of the Western blotting are presented as fold changes compared to the anti-beta actin data after ImageJ quantification; *, ** indicate significant differences among the different treatments (n > 3; *P* < 0.05).

## Discussion

The main fatty acids that play a role in the flavor of beef are unsaturated fatty acids (UFAs), among which polyunsaturated fatty acids (PUFAs) play the greatest role. The main principle of fatty acid analysis is to determine the relative levels of ω-6 and ω-3 groups in PUFAs. The average ratio of unsaturated fatty acids to saturated fatty acids in beef is 1.37:1, and the percentage of monounsaturated fatty acids (MUFAs) relative to total fatty acids is greater than 55%^16^. The results showed that the ratio of unsaturated fatty acids to saturated fatty acids was 1.37:1 and 1.24:1 in the muscle tissue of Shandong black cattle and Luxi cattle, respectively, and the ratio of monounsaturated fatty acids to total fatty acids was 54.28%. The results showed that the fatty acid composition of Shandong black cattle beef was suitable and that the flavor was good. According to previous research, unsaturated fatty acids can reduce plasma cholesterol, enhance antioxidant enzyme activity, and reduce the incidence of coronary heart disease^17^. A high saturated fatty acid content will lead to arteriosclerosis, narrowing of the arteries and other adverse conditions. The average saturated fatty acid and fatty acid contents in ordinary beef are greater than 50%^18^. A high saturated fatty acid content will lead to an increase in blood lipid concentration^19^. The results showed that the saturated fatty acid content in the two kinds of beef was less than 50%, which was lower than the average level. In mammals, intramuscular fat content was positively correlated with meat color and light and shade^20^. Principal component analysis and sequence clustering analysis also found that beef with higher type 1 fiber contained higher intramuscular fat, saturated fatty acid and monounsaturated fatty acid, which gave us a better understanding of different fatty acid composition in skeletal muscle with different metabolic and stretching characteristics^21^. Therefore, Shandong black cattle has better meat performance and significant improvements compared to Luxi cattle, making it a very good germplasm resource for beef cattle. A large number of studies have reported quantitative trait loci (QTLs) that affect different fat deposition sites in different strains and experimental populations. Theoretically, genes involved in lipid metabolism have potential regulatory effects on intramuscular fat content^22^. However, there are few reports on intramuscular fat related molecular markers (DNA maker)^23^. It is of great significance to search for intramuscular fat related marker genes for modern beef cattle breeding.

In this study, the longissimus dorsi muscle of Shandong black cattle and Luxi cattle was used, and its transcriptome was detected in 18-month-old individuals to understand the overall gene expression changes between Shandong black cattle (offspring of cloned cattle) and Luxi cattle (clone receptor) and to explore the molecular mechanism regulating the metabolism of fat. Recently, Jin et al. used digital expression profile technology to analyze the transcriptome of subcutaneous adipose tissue of individuals with different thicknesses of subcutaneous adipose tissue in two hybrid varieties and found 36 and 152 differentially expressed genes in the two varieties^24^. Nine genes specifically expressed in skeletal muscle related to intramuscular fat deposition have been identified in cattle^25^, but the understanding of fat deposition interaction is not complete. In this study, 1320 genes were identified as significantly differentially expressed in the B group. Among these 1320 genes, 867 were upregulated, and 453 were downregulated. Candidate genes that play an important role in fat metabolism were screened. We founded that the GO functional annotation cluster is divided into three categories: biological process (365 terms), cellular component (45 terms) and molecular function (68 terms), among which biological process accounts for the largest number of genes. We further screened six highly enriched pathways related to fat metabolism, including upregulated genes (*COL6A1, COL6A2, COL4A2, ITGA6, COL1A1, HSPG2, DAG1, LAMB2, LAMA3, COL4A6, COL4A5, COL6A3, COL1A2*) and downregulated genes (*PLIN2, FABP7, PCK1, FABP4, FABP3, PLIN1, GK, ADIPOQ, SCD5*). Previous studies have shown that the upregulated genes *COL5A3*, *COL6A2*, *LAMC2*, *FN1* and *COL3A1* jointly activate *CD44* and then positively regulate the docosanoic acid, palmitic acid and trans-oleic acid contents while negatively regulating the tridecanoic acid, stearic acid and cis-5, 8, 11, 14-eicosapentaenoic acid contents in cells^26^. At the same time, we found that differentially expressed genes(*PLIN2, FABP7, PCK1, FABP4, FABP3, PLIN1, GK, ADIPOQ, SCD5, LEPR, LEP,* ) were enriched in the ECM-receiver interaction pathway, PPAR signaling and focal adhesion pathway, which negatively regulate polyunsaturated fatty acids, stearic acid and linoleic acid (*P* > 0.05). It is worth noting that we found that the significant enrichment pathway of upregulated genes and down regulated genes, PPAR signaling pathway and AMPK signaling pathway are highly representative pathways of lipid metabolism in Shandong black cattle, candidate marker genes affecting lipid metabolism were further screened.

The PPAR signaling pathway plays an important role in regulating lipid metabolism, adipogenesis, insulin sensitivity, inflammatory response, cell growth and differentiation. It has been reported that PPAR family consists of three subtypes PPARα, PPARβ/δ and PPARγ, which play different roles in different tissues and belong to nuclear receptor superfamily ligand activated transcription factors. PPARα was mainly expressed in liver, heart and brown adipose tissue, which was the activator of fatty acid oxidation. PPARβ/δ was widely expressed and played an important role in adipogenic differentiation and adipogenesis^27^. PPARα played an important role in fatty acid oxidation. During the differentiation of preadipocytes, PPARβ/δ preferentially activated PPARγ expression, which was crucial for the subsequent adipogenic differentiation and activation of adipocyte functional genes, such as glucose transporter (GLUT4), fatty acid binding protein (FABP4), adiponectin(*ADIPOQ*), leptin(*LEPR, LEP,*) and other related genes. The known target genes of PPARα (*PLIN1*, *PLIN3*, *LIPE*, and *FABP4*) are related to almost all aspects of lipid metabolism and affect the transcription of various fatty acid transport and metabolism genes, among other roles^28^. FABP4, the known target gene of PPARα, has potential marbling prediction ability among different varieties^29^. In the present study, *ADIPOQ*, *PLIN1*, *PLIN2*, *PLIN3*, *LIPE*, *FABP4*, *FABP3* and *FABP7* were all downregulated, indicating that differences in the above fatty metabolism genes may promote the fatty acid-related metabolism pathway of beef cattle and positively regulate polyunsaturated fatty acids, stearic acid and linoleic acid (*P* > 0.05). 

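Besides ADIPOQ, PLIN1, LIPE and FABP4, PLIN2 was called among these genes. Its FPKM, on chromosome 8 of ARS-UCD1.2 from 25117110 to 25131174, was 25.3 ± 2.33 (SD, n = 3) in Shandong black cattle and 4.79 ± 0.852 (SD, n = 3) in Luxi cattle, a log2 fold change of -2.19 (standard error 0.20, limma adjusted p = 0.00812). It was not called without the Shandong black cattle replicate 1 or 3. PLIN3 fell from 5.04 ± 0.112 (SD, n = 3) to 2.46 ± 1.24 (SD, n = 3) and FABP3 from 142 ± 20.2 (SD, n = 3) to 60.0 ± 29.2 (SD, n = 3). In both genes each Luxi animal was below each Shandong black animal, but neither passed the threshold (limma adjusted p = 0.122 for PLIN3 and 0.103 for FABP3), and FABP3 did so with quantile normalization. FABP7, at 0.277 ± 0.208 FPKM (SD, n = 3) in Shandong black cattle, was too low in both breeds to enter the test.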

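PLIN1, which encodes the lipid droplet protein perilipin and lies on chromosome 21 of ARS-UCD1.2 from 21078033 to 21091966, had an FPKM of 14.6 ± 2.51 (SD, n = 3) in Shandong black cattle and 0.889 ± 0.433 (SD, n = 3) in Luxi cattle. Its log2 fold change was -3.06 (standard error 0.23, limma adjusted p = 0.00701), stayed between -3.17 and -2.86 with each animal left out in turn, and passed the threshold in each of these fits. LIPE, which encodes hormone-sensitive lipase and lies on chromosome 18 from 50886651 to 50907201, had an FPKM of 6.90 ± 0.304 (SD, n = 3) and 1.97 ± 0.930 (SD, n = 3), respectively, a log2 fold change of -1.46 (standard error 0.25, limma adjusted p = 0.0329). With each animal left out in turn, the log2 fold change of LIPE stayed between -1.68 and -1.22, and its limma adjusted p lay between 0.0195 and 0.149, past the threshold in 2 of the 6 fits. LIPE was also not called without a filter on FPKM or with the replicate block. From the higher expression of fatty acid genes in Shandong black cattle and of the myogenic genes MYL3 and MYLPF in Luxi cattle, the paper reasons to a genetic basis of the high intramuscular fat content of Shandong black cattle.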

The comparative analysis of expression profiles showed that the genes regulating fatty acid biosynthesis, such as *FABP4*, *PLIN*1 and *LIPE*, were highly expressed in Shandong black cattle, while the myogenic genes, namely, *MYL3* and *MYLPF*, were highly expressed in Luxi cattle, which initially revealed the genetic basis of the high intramuscular fat content in Shandong black cattle at the molecular level. These studies show that the degree of intramuscular fat deposition depends on the breed. Combined with transcriptome data analysis, we found that ADIPOQ and FABP4 were expressed in lipolysis regulation, AMPK signaling pathway, adipocytokine signaling pathway and PPAR signaling pathway. Network analysis showed that PPARGC1A, ADCY4, ANKRD6, COL1A1 and FABP4, ADIPOQ, PLIN1, PLIN2 and LIPE genes were related to a large number of genes, which were the key loci of various metabolic pathways. FABP4 and ADIPOQ had 7 common regulatory factors in different genes, which were PLIN1, PLIN2, PPARGC1A, RXRA, PCK1, LEPR, LEP. These genes were involved in regulation of lipolysis in adpocytes, adpocytokine signaling pathway, PPAR signaling pathway. Gene expression appears to provide a simple assay for identification of the source of fatty acid for the deposition of intramuscular fat deposition^30^. FABP4 and ADIPOQ were selected as important candidate marker genes for fat deposition based on the results.

We provided phenotype data of these 6 cattle in method, such as body weight before the kill, body composition and other available measurements. At the same time these data were also fitted to a linear model, and the selected *FABP4* and *ADPIOQ* genes were analyzed for the association of expression amounts. The results are shown in supplement file (attachment 9: Fig. S6 and attachment 10: Fig. S7). 

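The FPKM of FABP4 was 78.1, 48.9 and 62.8 in the Shandong black cattle replicates 1, 2 and 3 and 0.956, 3.79 and 7.00 in the Luxi cattle replicates 1, 2 and 3. The FPKM of ADIPOQ was 67.4, 30.8 and 53.6 in the Shandong black cattle and 0.576, 5.76 and 6.76 in the Luxi cattle. For both genes each Shandong black animal was above each Luxi animal. The animals of Table 1 were not joined to single libraries.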

In the phenotypic data of the six trial cattle, we found that the body weight, body length, tube circumference, chest circumference, back fat and carcass weight were positively correlated with the expression of *FABP4* and *ADPIOQ* genes. Specially the *FABP4* and *ADPIOQ *had the highest correlation coefficient with body weight and chest circumference, but *FABP4* had stronger correlation with phenotypic data such as body weight and chest circumference.The aim of our study is to select marker candidate genes that affect fat deposition in our bred hybrid cattle. This result is particularly meaningful to us. We will further study this result and dig up the SNP sites that can be labeled. We deeply know that the above results are limited to these 6 trial cattle, which has great limitations on the scientificalness of the experimental results. It is worth noting that q-PCR and western blot in our study only confirmed the expression of RNA-seq identified genes in these 6 cattle, and the sample size had significant limitations on independent validation. Therefore, we will carry out biological verification in the following study to improve the scientific accuracy of this study. On this basis, it is necessary to continue to search for marker sites that can provide gene resources and a theoretical basis for the selection of beef fat traits and the cultivation of new breeds.

Adiponectin (*ADIPOQ*) is a kind of adipocytokine mainly secreted by adipose tissue. Through the action of *ADIPOR1* and *ADIPOR2*, it can activate the signaling pathway of AMPK and PPAR α and inhibit lipid synthesis^31,32^. Recently, researchers also found that some factors (such as *ATGL* and *HSL*) can act downstream of AMPK and mediate the lipid-lowering effect of *ADIPOQ*^33^. The data suggested *ADIPOQ* activated PPARα signaling to increase FGF21 expression and secretion, leading to 1.36 times increase in plasma FGF21 concentration, which suppressed lipolysis in white adipose tissue (WAT). It has been found that ADIPOQ gene plays an important role in lipid metabolism by promoting fatty acid oxidation and inhibiting lipid synthesis^34^. So far, the research on regulating animal lipid metabolism by ADIPOQ gene is mainly focused on human and rodents, but less on livestock and poultry^35^. In the early fattening stage, the expression level of ADIPOQ gene was positively correlated with intramuscular fat content^36^, while it was negatively correlated with intramuscular fat content at the late fattening stage^37^. These results suggest that ADIPOQ gene plays an important role in adipogenesis and metabolism, and may be an important candidate gene affecting intramuscular fat. 

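ADIPOQ, which encodes adiponectin, lies on chromosome 1 of ARS-UCD1.2 from 80414393 to 80427659. Its FPKM was 50.6 ± 18.5 (SD, n = 3) in Shandong black cattle and 4.37 ± 3.32 (SD, n = 3) in Luxi cattle, a log2 fold change of -3.50 (standard error 0.62, limma adjusted p = 0.0368). The exact two-sided permutation test gave p = 0.1, the smallest that 3 animals against 3 allow. With each animal left out in turn, the log2 fold change stayed between -3.91 and -2.76, and its limma adjusted p lay between 0.0164 and 0.15, passing the threshold only without the Luxi cattle replicate 1. With a pseudocount of 0.1 the limma adjusted p was 0.0611.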

In this study, the expression profile and protein immunoblotting results showed that the transcription of *ADIPOQ* was downregulated, the expression level in Luxi cattle was significantly lower than that in Shandong black cattle, and there were many DEGs associated with metabolic pathways (regulation of lipolysis in adipocytes, AMPK signaling pathway, adipocytokine signaling pathway and PPAR signaling pathway), which were involved in the process of intramuscular fat regulation and are important candidate genes for the study of livestock meat quality. Based on these findings, further exploration of molecular marker sites in these genes is needed.

*FABP4* was another downregulated DEG found in our study. It not only is involved in the differentiation of fat cells in the PPAR signaling pathway and responsible for the transport of extracellular fatty acids but also plays a role in the lipolysis and fatty acid transport of different tissues^38–40^. Previous studies have shown that the expression of *FABP4* is significantly increased during the process of fat differentiation. In the absence of *FABP4*, the efficiency of fat deposition of adipocytes is significantly reduced^40,41^. Hoashi et al. showed that the i74v mutation in the *FABP4* gene was significantly related to the c16:1 content of fatty acids in 234 Shandong black cattle^42^. Guo studies have shown that FABP4 gene expression can determine the difference of IMF in the two species of cattle and sheep^43^. In 2012, A study of fatty acid composition in the muscle of Korean yellow cattle showed that the c14:0, c16:0 and c20:4 contents were significantly related to the g.3691g > a SNP site of the *FABP4* gene^44^. In this study, *FABP4* was selected as a key candidate gene for improving beef quality. The expression of *FABP4* in the longissimus dorsi muscle of Shandong black cattle was significantly higher than that of Luxi cattle, which will have a significant effect on cattle improvement.

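FABP4 lies on chromosome 14 of ARS-UCD1.2 from 44676559 to 44680947 and encodes a fatty acid-binding protein of fat cells. Its FPKM, all of it on reference transcripts, was 63.3 ± 14.6 (SD, n = 3) in Shandong black cattle and 3.92 ± 3.03 (SD, n = 3) in Luxi cattle. The log2 fold change was -3.90 (standard error 0.49, limma adjusted p = 0.0195), and the exact two-sided permutation test gave p = 0.1, its smallest value at this number of animals. With each animal left out in turn, the log2 fold change stayed between -4.37 and -3.35, and its limma adjusted p lay between 0.0115 and 0.0934. FABP4 was not called in 3 of the 6 fits, those without the Shandong black cattle replicate 1 or 3 or the Luxi cattle replicate 2.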

## Conclusions

In conclusion, through RNA-Seq analysis, a series of genes related to fatty acid metabolism were observed in Shandong black cattle and Luxi cattle, and *ADIPOQ* and *FABP4*, which are important candidate marker genes affecting fat deposition, were screened. At the same time, based on the correlation analysis of growth traits of the cattle, high-efficiency breeding for production performance, the establishment of a molecular marker database for local cattle and germplasm resources are expected to result from the findings of this study. The results can also provide a molecular genetic basis for conservation and utilization.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request. We have stored the RNA sequence data in the public domain GEO NCBI to obtain the GEO accession numbers: GSM4904154, GSM4904155, GSM4904156, GSM4904157, GSM4904158, GSM4904159.

## Abbreviations

DEGs: Differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: The Gene Ontology
PPI network: Protein–protein interaction network

# Supplementary material for: Different expression of lipid metabolism-related genes in Shandong black cattle and Luxi cattle based on transcriptome analysis
**Source:** Sci Rep. 2020 Dec 14;10:21915. doi: 10.1038/s41598-020-79086-4
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Figure legends:**

**Fig. S1 Heat map of the DEGs between samples**. A total of 1,321 genes were identified as significantly differentially expression, 867 were upregulated, and 453 were downregulated. According to the two variables of fold change and *P*-value, the heat map was visualization using R-Studio(1.3.1093.exe, <https://rstudio.com/products/rstudio/>). Yellow represents up regulation, blue represents down regulation.

**Fig. S2** **GO enrichment analysis of DEGs between samples**. A total of 1320 DEGs were analyzed by go cluster analysis. The horizontal axis represents the name of the sample group, and the vertical axis represents the GO biological terms. Each point indicates the enrichment degree of the GO entry, and the closer the color to red, the higher the enrichment degree. The size of each dot indicates the number of genes enriched in the Go entry. The larger the dot, the more genes are enriched in the GO entry.

**Fig. S3** **The top 32 pathways enriched in the KEGG database for DEGs between samples**. 1320 DEGs were analyzed by go cluster analysis. The horizontal axis represents the name of the sample group, and the vertical axis represents the KEGG biological pathway(www.kegg.jp/kegg/kegg1.html). Each point indicates the enrichment degree of the KEGG entry, and the closer the color to purple, the higher the enrichment degree. The size of each dot indicates the number of genes enriched in the KEGG entry. The larger the dot, the more genes are enriched in the KEGG entry.

**Fig. S4 STRING Analysis of All DEGs between Samples.** visualization of differential gene coding protein interaction. The circle represents a protein and the line represents the interaction. The closer the color is to purple, the more interacting proteins there are.

**Fig. S5** **Gel pictures of Western blot**. The expression of ADIPOQ, FABP4, MYLPF and MYL3 in the samples was determined by Western blot using anti-beta actin polyclonal antibody (Abcam) and anti-rabbit IgG (whole-molecule) antibody (Sigma). In the experiment, according to the size of maker, we cut PVDF membrane and incubate different protein antibodies respectively. In the results, the bands are presented independently.

**Fig. S6 Linear model of phenotypic data and expression of ADIPOQ gene.** We provided phenotype data of these 6 cattle in method, such as body weight before the kill, body composition and other available measurements. At the same time these data were also fitted to a linear model, and the selected ADPIOQ gene was analyzed for the association of expression amounts.

**Fig. S7 Linear model of phenotypic data and expression of FABP4 gene.** We provided phenotype data of these 6 cattle in method, such as body weight before the kill, body composition and other available measurements. At the same time these data were also fitted to a linear model, and the selected FABP4 gene was analyzed for the association of expression amounts.

**Table legends:**

**Table S1 Different expression genes in Shandong black cattle and Luxi cattle**

Gene ID：Gene number of Ensembl database

GeneName：Gene name

Gene：The gene number of this research database

*_count：Reads count of sample *

*_normalize：The normalized results of count values in each group

FoldChange：The normalized multiple relationship between the two groups

Log2FoldChange：The log2 value of the normalized value multiple of the two groups

pval：Calculated p value

padj：P value after correction

Up/Down：Up regulation or down regulation of expression

Significant：significant difference or not

Biotype：Gene type

Position：The coordinates of genes

NR:Seq-id：Optimal results of gene mapped into NR database

NR:Score：Score of gene mapped into NR database

NR:Evalue：The evaluation value of gene mapped into NR database

NR:Description：Functional description of the gene in NR database

NT:Seq-id：The optimal result of gene mapped into NT database

NT:Score：Score of gene mapped into NT database

NT:Evalue：The evaluation value of gene mapped into NT database

NT:Description：Functional description of the gene in NT database

Uniprot:UniProtKB-AC：The optimal results of gene mapped into UniProt database;

Uniprot:Score：Score of gene mapped into UniProt database

Uniprot:Evalue：The evaluation value of gene mapped into Uniprot database

Uniprot:Description：Functional description of the gene in Uniprot database

COG:gene：The gene name was mapped into COG database

COG:Score：Score of gene mapped into COG database

COG:Eval：The evaluation value of gene mapped into COG database

COG:num：The gene ID was mapped into COG database

Pfam:pfam_ID：The gene ID was mapped into Protein family Pfam

Pfam:pfam_Name：The gene name was mapped into Protein family Pfam

Pfam:pfam_Description：Functional description of the gene in Protein family Pfam

GO:biological_process：Gene annotated GO terms of biological processes

GO:cellular_component：Gene annotated GO terms of cellular component

GO:molecular_function：Gene annotated GO terms of molecular function

KEGG:KO：The genes annotated in KEGG

KEGG:Description：Function description in KEGG

How the deposited data were processed for this re-analysis (not part of the article)

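The longissimus dorsi muscle of 3 Shandong black cattle and 3 Luxi cattle, 18 months old, was studied by RNA-Seq, with one library per animal. The breed and the replicate number of each library were taken from the sample labels and the paper. The replicate numbers are the only basis for pairing an animal of one breed with one of the other, and same-numbered animals are different animals.

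The authors trimmed the reads with Fastp, aligned them with HISAT to ARS-UCD1.2 and ran StringTie separately on each library, guided by the NCBI annotation and using the strand of the reads. They deposited the coverage, the FPKM and the TPM of each transcript, with transcripts assembled from the reads listed beside those of the annotation. The deposited coverage is the mean number of reads over each base of a transcript, without normalization. The deposited FPKM is the coverage divided by the aligned bases of the library, and the deposited TPM is the coverage times a constant of the library. Over the transcripts used here the TPM of a library adds up to between 893996 and 918976, so it was not rescaled to a fixed sum. A transcript that was not found in an animal has no value in its file and was counted as 0. The Methods state that gene FPKM was the sum of transcript FPKM and that Cuffdiff was used for the test of differential expression. The supplementary legend of Table S1, however, names read counts, normalized counts and a corrected p-value for each gene. The paper's list may therefore rest on normalized read counts rather than on unscaled FPKM. Cuffdiff works on alignments and was not run here.

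From these values, the FPKM of 18010 genes was computed by summing their reference transcripts and those assembled transcripts that had at least 50% of their bases on the reference exons of the gene, on the same strand. This rule for assembled transcripts was set after the layout of the files was known and before the breeds were compared. Assembled transcripts that were left out carried 21.6 to 29.9% of the FPKM of a library, so a gene whose reads were assembled outside its annotated exons is underestimated. Gene names are those of the files, and 92.9% of them were found in the gene table of a later cattle assembly, ARS-UCD2.0, which was used for names and gene types only. Coordinates are those of the files.

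Each library rests on 14.1 to 18.0 gigabases of aligned sequence, computed as the ratio of coverage to FPKM, with the Luxi libraries deeper (ratio of the medians 1.215). Depth differed between the breeds without overlap, and the paper does not state whether the breeds were prepared or sequenced together. A difference between the breeds can therefore also be one of source or of batch. Whole-number read counts were not used here, so no count test was run and no counting error is given. The precision of a value is limited by the number of animals.

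Genes with a mean FPKM of at least 1 in at least 1 breed, 9781 in number, were tested for a difference between the breeds with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend on log2(FPKM + 1) and no covariate, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size, after the paper's criteria in its Results. The paper's Methods instead ask for a logarithm of the fold change over 2, which was run as an alternative on the log2 scale. The procedure was tested on simulated data for the 9781 genes. Values were drawn independently from normal distributions with the mean of each real gene and its spread pooled over the breeds. Of 200 genes changed by a log2 fold change of 1.5, it called 55.5%, and of 200 changed by 3, it called 88.0%, with 6 unchanged genes called each time. In the real data the median spread was larger in Luxi cattle (0.312 against 0.187), and genes can move together within an animal. These rates therefore need not hold for the real data. Single genes were also compared by exact two-sided permutation tests, and correlations across genes were tested with 100000 permutations, or with all permutations for fewer than 10 genes. Marker gene lists were compared with 10000 random lists of the same size, matched on mean FPKM. The genes of a random list were drawn independently, whereas markers of one cell type can move together within an animal. A percentile places a list among other genes and is no test across animals.

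The genes named in the text are the genes that the paper names, the 5 called genes with the largest rise and the 5 with the largest fall whose animals do not overlap between the breeds, and the genes of marker lists for sex, fat cells, fibre types, blood and other cell types, all by a rule set before the data were examined. XIST belongs to the list for sex. The list of genes that escape X inactivation, EIF2S3 among them, was written after the data had been looked at and before its test was run.

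The alternatives set before the data were examined were a pseudocount of 0.1, no filter on FPKM, a mean FPKM over the 6 animals of at least 5, TPM, median-of-ratios size factors, quantile normalization, eBayes without the trend, limma voom on read numbers estimated from coverage and length, a replicate block, reference transcripts only, other fold-change thresholds, and leaving out each animal in turn. For the genes of Table 6 the log2 ratio of mean FPKM without a pseudocount was added to that list before the data were examined. Protein-coding genes only was chosen after the data were seen.

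The enrichment of GO terms and KEGG pathways and the STRING network were not repeated, since the gene sets and interactions behind them were not used here. The fatty acid, qRT-PCR, Western blot and body measurements are the paper's. Computation used Python 3 with pandas and scipy.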

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

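The test of library depth below was chosen after the result was seen. The sex-related test and the assembly test were written before their values were computed, but after XIST itself had been looked at.

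XIST, a non-coding RNA of the X chromosome that the paper does not discuss, was expressed in each Shandong black animal and was nearly absent from the Luxi animals. Its FPKM was 10.7, 4.83 and 14.0 in the Shandong black cattle replicates 1, 2 and 3 and was listed at 0, 0 and 0.207 in the Luxi cattle replicates 1, 2 and 3. The log2 fold change was -3.24 (limma adjusted p = 0.0105), and it stood out as a signal in a gene outside those that the paper analysed. The gene was also called with TPM, size factors and quantile normalization, but not with voom (limma adjusted p = 0.129) or without the Shandong black cattle replicate 1 (limma adjusted p = 0.0664) or 3 (limma adjusted p = 0.0558). XIST lies on chromosome X of ARS-UCD1.2 from 77161577 to 77198299. The Luxi libraries were deeper, with a ratio of median aligned bases of 1.215, so a lack of depth in the Luxi cattle is ruled out as a reason. Transcripts of any name on the strand of XIST within its span added up in the Luxi cattle to 0.690% of their sum in the Shandong black cattle, so the signal was not listed there under another name.

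Since XIST is made in cells with an inactive X chromosome, a candidate explanation is that the animals sampled from the breeds differ in sex. For the 6 animals, the paper has no direct statement of sex. The title of a supplementary figure has the word bull beside the Shandong black cattle, and the Introduction describes the comparison as one of hybrid cattle with cows and with the mother generation. XIST would be expected in Luxi cows, so this wording, if it gives the sex of the animals, is the reverse of the XIST values. The wording therefore does not settle whether the animals differ in sex. Genes that escape X inactivation are expected to be lower in males, unless reads of their Y copies are counted with them. In a list of such genes, 9 of them tested, the median log2 fold change was at percentile 32.4 of 10000 random lists of the same size and expression. This neither bears the explanation out nor counts against it, because several of these genes have a Y copy. Within the list, EIF2S3 was called lower in Luxi cattle, with a log2 fold change of -2.27 (limma adjusted p = 0.0181), though not in 3 of the 6 fits that left out one animal, while 6 of the 9 genes were higher, against 5 with TPM or voom and 4 with size factors or quantile normalization. Genes of the Y chromosome, the Y copies DDX3Y, KDM5D, UTY, USP9Y and ZFY among them, were not analysed here. The list is short and reads of Y copies could hide a fall, so the test is a weak one and cannot decide on sex. A difference between the breeds in XIST itself remains a hypothesis beside a difference in sex.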

How the results depend on the processing

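The 3 animals per breed limit these results, since leaving out a single animal moved the counts further than any other alternative. The number of differentially expressed genes, 251, ranged from 3 to 593 across the 6 fits that each left out one animal, the number higher in Luxi cattle from 2 to 463, the number lower from 1 to 130, and the number of Table 5 genes called in the listed direction, 12, from 1 to 21. At an unadjusted p under 0.05, the fit with 3 calls had 1367 genes. Of the 593 genes called without the Luxi cattle replicate 1, 234 were among the 251.

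Without a filter on FPKM, 63 genes were called, 40 higher and 23 lower in Luxi cattle, among them 4 genes of Table 5. With a mean FPKM over the 6 animals of at least 5, 134 genes were called, 81 higher and 53 lower. With limma voom on estimated read numbers, 91 genes were called, 63 higher and 28 lower, with 5 genes of Table 5. With only reference transcripts summed, 163 genes were called, 95 of them higher. With a log2 fold change over 2, after the threshold in the paper's Methods, 67 genes were called, 28 higher and 39 lower. With quantile normalization, 164 genes were lower in Luxi cattle, and 20 genes of Table 5 were called. The cause of these changes was not tested. The counts under a pseudocount of 0.1, TPM, size factors, eBayes without the trend and no fold-change threshold, from 234 to 286 genes, stayed within 1.5 times the count of 251, as did the 288 genes under quantile normalization. With protein-coding genes only, chosen after the data were seen, 247 genes were called.

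The share of called genes that were higher in Luxi cattle was 60.2%, against 43.4% with size factors and 43.1% with quantile normalization. Without rescaling, the share also moved with single animals. It was 41.8% without the Shandong black cattle replicate 2 and 43.7% without the Luxi cattle replicate 3. It was 78.1% without the Luxi cattle replicate 1, and above 60.2% in the other fits that left out one animal.

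Same-numbered animals of the breeds did not deviate together: the mean correlation of their deviations from the breed means was 0.082, against -0.04 for animals with different numbers. With the replicate block, 135 genes were called, 79 higher and 56 lower, with 5 genes of Table 5, and the adjusted p of ADIPOQ was 0.0603 at a log2 fold change of -3.50.

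FABP4 and ADIPOQ were lower in Luxi cattle under every alternative that was run. Without a filter on FPKM, FABP4 (log2 fold change -3.90, limma adjusted p = 0.0614) and ADIPOQ (-3.50, limma adjusted p = 0.104) no longer passed the threshold, and ADIPOQ did not pass with a pseudocount of 0.1 (-4.00, limma adjusted p = 0.0611) or with voom (-4.06, limma adjusted p = 0.0601). The cause was not tested. Over all alternatives, the limma adjusted p ranged from 0.0115 to 0.0934 for FABP4 and from 0.0164 to 0.15 for ADIPOQ. Across the fits without one animal, the log2 fold change of FABP4 ranged from -4.37 to -3.35 and that of ADIPOQ from -3.91 to -2.76.

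The correlation of the RNA-Seq with the qRT-PCR values over the genes of Table 6 kept its sign and its side of the threshold under a pseudocount of 0.1, TPM, size factors, the ratio of means, reference transcripts only and without each animal, the alternatives run for it, and ranged from 0.853 to 0.870 without one animal. Besides FABP4 and ADIPOQ, 37 genes were followed over 518 comparisons, of which 427 were the same, 75 became weaker, 10 became stronger, 5 moved by more than the spread between animals, and 1 reversed. All of the weaker ones were lost calls of genes called with all animals. For the genes not called with all animals, the same mostly means that they stayed uncalled. The 427 therefore do not measure how stable the calls were. Of the weaker ones 44, and of the stronger ones 6, came from leaving out one animal. The reversed gene was ACTB, whose log2 fold change ranged from -0.32 to 0.12 across the fits without one animal, positive only without the Luxi cattle replicate 2, against -0.16 with all animals. The negative value rests on that animal, whose FPKM of 104 was the lowest of the 6.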

Differences from the paper's values

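The number of differentially expressed genes was 251, against the paper's 1320. The paper does not state the direction of its counts in the text, and they were read here as in Table 6, Luxi over Shandong black cattle. On that reading, 151 were higher in Luxi cattle against the paper's 867 and 100 lower against the paper's 453. None of the alternatives set before the data were examined closed these gaps. The largest number of calls, 593, with 463 higher, came without the Luxi cattle replicate 1, and the largest number of lower genes, 164, came with quantile normalization. Without any p-value, 788 of the genes tested changed by a log2 fold change of FPKM + 1 of at least 1 in size. That number is no upper limit for the paper's count, since genes with low FPKM are understated on this scale or were not tested. ITGB8, for example, had a log2 ratio of means of 1.89 and a log2 fold change of 0.83.

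For 5 of the genes of Table 6, the log2 fold change differed from the paper's by more than the spread between animals, although for FABP7 the pseudocount limits its size. PLIN1 fell by 3.06 on the log2 scale against the paper's fall of 3.93, and the gap was within that spread with a pseudocount of 0.1, where it fell by 4.00, with TPM, where it fell by 3.72, and with the log2 ratio of mean FPKM without a pseudocount, where it fell by 4.04, but with no other alternative. LIPE fell by 1.46 against the paper's fall of 2.00, and the gap was within the spread with a pseudocount of 0.1, TPM, voom, the ratio of means or without the Luxi cattle replicate 2, where LIPE fell by between 1.68 and 1.96, but with no other alternative that tested it. PCK1 fell by 0.50 against the paper's fall of 3.14. FABP7 fell by 0.34 against the paper's fall of 3.72, but it was listed at 0 in every Luxi animal. The size of its fall is therefore limited by the pseudocount, and the comparison cannot tell whether FABP7 differs from the paper. ADCY1 had a log2 fold change of 0.38 against the paper's 3.76. For PCK1 and ADCY1, none of the alternatives that gave an estimate closed the gap. A pseudocount of 0.1 gave a fall of 1.66 for PCK1 and a log2 fold change of 1.36 for ADCY1. For FABP7 it gave a fall of 1.71, which is limited in the same way. The ratio of means gave -2.13 for PCK1 and 1.59 for ADCY1 and could not be given for FABP7, which was listed at 0 in the Luxi cattle.

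Of 61 genes analysed that the paper lists as higher or lower in Table 5, Table 6, its network or its discussion, 12 were called and 49 were not, and 20 of the 49 were called in the paper's direction under at least one other setting. Among the 49 were 8 genes with a mean FPKM under 1 in both breeds, which were not tested with all animals. Without the Luxi cattle replicate 1, these were PTGS1, RXRA, SOCS3, PPARGC1A, GK, DAG1, LAMB2, EEF2K, MYLPF and PAK1. Quantile normalization called PTGS1, SLC2A1, LEP, FABP3, GK, DAG1, CAB39 and MYL12A. Size factors called PTGS1, SLC2A1, LEP, GK and CAB39. TPM called ADORA1, LEP, DAG1 and CAB39. Reference transcripts only called SLC2A1, FADS2, LAMA5, CREB3L1 and FBP1. SLC2A1 and LEP were called without the Shandong black cattle replicate 2, MYL12A without the Luxi cattle replicate 3, and DAG1 with eBayes without the trend. LEP was also called with protein-coding genes only, a setting chosen after seeing the values. The other 29 genes, MYL3 among them, were called under no setting. They include ADCY1, NPY1R, PCK1, G6PC, LEPR, FABP7 and ADRA1A, which most settings did not test. Without a filter, their low FPKM kept the log2 fold change of FPKM + 1 under 1, so they could not be called there. NPY1R, at a mean FPKM of 0.021 in Shandong black and 0.516 in Luxi cattle, had a log2 fold change of 0.57 (limma adjusted p = 0.04 without a filter). ANKRD6, which the paper names in its network without a direction, was not called with all animals and was called, as higher in Luxi cattle, only without the Luxi cattle replicate 1 (log2 fold change 1.54, limma adjusted p = 0.0281).

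Table 5 lists ADCY7 as lower in Luxi cattle, whereas its log2 fold change in the files was 0.21 (limma adjusted p = 0.603). It was lower in Luxi cattle with limma voom and higher with TPM, size factors or quantile normalization. In its text the paper gives the larger number of clean reads and the higher mapping rate to Shandong black cattle, whereas the aligned bases in the files were 14.1 to 14.6 gigabases in Shandong black cattle and 17.5 to 18.0 gigabases in Luxi cattle. By qRT-PCR, the paper ranks ADIPOQ highest in the muscle among the fat metabolism genes of Fig. 4, followed by FABP4, LIPE and PCK1. By mean FPKM in Shandong black cattle, FABP4 at 63.3 was above ADIPOQ at 50.6, followed by COL6A2 at 27.6 and PLIN1 at 14.6, while LIPE was at 6.90 and PCK1 at 0.628. In Luxi cattle, COL6A2 at 73.1 and PPARGC1A at 18.9 were above ADIPOQ at 4.37 and FABP4 at 3.92.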

Other observations

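The tests of the fibre-type markers, of library depth and of the share of abundant genes were chosen after the results were seen. The marker lists themselves were written before the data were examined.

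The count of 251 called genes was set against other groupings of the same animals. Among the 10 splits of the 6 animals into 3 and 3, 1, the real one, reached 251 calls. The other 9 gave between 0 and 2 calls, with between 99 and 862 genes at an unadjusted p under 0.05, and among the 4 splits that part all same-numbered animals 1 again reached it. With 10 splits the share cannot fall under 0.1, so the count cannot be told apart from chance by this test. The log2 fold changes did not follow the exonic length of the genes (Spearman rho 0.065 across the genes tested). The balance between the directions did depend on how the libraries are scaled, with a shift of 16.8 percentage points in the share of calls that were higher in Luxi cattle under size factors. A few abundant genes that set the scale of FPKM were weighed as a reason, but such a shift can arise from any change of scale. The 100 genes with the largest share of the aligned bases held 28.8, 33.9 and 31.2% of them in the Shandong black cattle replicates 1, 2 and 3 and 21.6, 37.4 and 32.3% in the Luxi cattle. The breeds overlapped in this share, with a difference of the medians of -1.1 percentage points, Shandong black minus Luxi cattle, inside a wide spread between the Luxi animals. The share therefore neither bears this explanation out nor rules it out. The number of calls, 265 under size factors, did not fall with the shift.

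The fall of FABP4 and ADIPOQ in Luxi cattle may reflect fewer fat cells in the pieces of muscle sampled. Of the fat-cell markers that the paper does not name, 12 were tested, and their median log2 fold change of -0.41 was at percentile 0.1 of 10000 random lists of the same size and expression. CIDEC was called lower (log2 fold change -2.78, limma adjusted p = 0.0216), though not with voom, a pseudocount of 0.1, no filter on FPKM or in 3 of the 6 fits that left out one animal, and 8 of the 12 were lower. LPL, AGPAT2, GPD1 and ACACA were higher, the last of them lower with TPM, size factors, quantile normalization or voom, with LPL at a log2 fold change of 0.85 and GPD1 at 1.65, neither past the threshold. Depth does not account for the fall, because the Luxi libraries were deeper (ratio of medians 1.215). Whether the number of fat cells or the expression per cell differs cannot be told from whole-tissue FPKM. A difference in how the muscle was cut, in the source of the animals or between the breeds would look alike.

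MYLPF and MYL3 were treated together in the paper as myogenic genes, but they belong to different fibre types, and the other markers of these types moved in opposite directions. The other fast-fibre markers that were tested, 8 genes, were all higher in Luxi cattle, with a median log2 fold change of 2.18 at percentile 100 of the random lists. No gene among them was called with all animals, with 5 of the 8 at an unadjusted p under 0.05 and 3 of the 8 without overlap between the breeds. In the fits that left out one animal, the lowest limma adjusted p was under 0.05 for TNNC2 (0.0269), TNNI2 (0.0405), ATP2A1 (0.0222) and ACTN3 (0.0388). It was not for MYH1, MYH2, MYL1 or TNNT3. Over the breeds, more fast fibres in the Luxi samples are a candidate explanation of the rise of MYLPF. In the Luxi cattle replicate 1, MYLPF itself did not rise: its FPKM of 2065 was within the Shandong black range of 779 to 2598. Most of the other fast-fibre markers did not rise there either, so this animal does not count against the explanation. In that animal TNNC2 was lower than in each Shandong black animal, MYH1, MYH2, MYL1 and ACTN3 were within the range of the Shandong black cattle, and only TNNT3, TNNI2 and ATP2A1 were above it. The other slow-fibre markers, 9 genes, were all lower in Luxi cattle, with a median of -1.11 at percentile 0.02, and TNNI1 and CSRP3 were called, though each was lost in 4 of the 6 fits that left out one animal and without a filter on FPKM, and TNNI1 also with a pseudocount of 0.1, voom, the replicate block or reference transcripts only. Both lists kept these directions with TPM, size factors, quantile normalization and voom. In at least 1 fit that left out one animal, ATP2A2 and MYH7B were higher in Luxi cattle, with log2 fold changes of up to 0.231 and 0.106. Across the breeds, more slow fibres are therefore not borne out as the reason for the higher MYL3, which rose while MYL2 fell by 2.32 on the log2 scale (limma adjusted p = 0.131). No other explanation of the MYL3 difference was tested. MYL3 was highest in the Luxi cattle replicate 1. In this animal TPM3, ATP2A2 and MYH7B were higher than in any other animal, whereas MYH7, MYL2, TNNT1, TNNI1, TNNC1 and CSRP3 were lower than in each Shandong black animal, so the slow-fibre markers disagree within it. It was also the animal in which VEGFA, PPARGC1A and MYLK3 were highest.

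The Luxi cattle replicate 1 stood apart from the other animals of its breed. The correlation of log2(FPKM + 1) across genes was 0.875 and 0.891 with the Luxi cattle replicates 2 and 3, against 0.947 between those and 0.933 to 0.966 among the Shandong black cattle. The first principal component, with 43.3% of the variance, separated the breeds, and the second, with 27%, separated this animal from the rest of its breed.

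GAPDH, the reference gene of the paper's qRT-PCR, had an FPKM of 3214 ± 1144 (SD, n = 3) in Shandong black cattle and 6429 ± 3076 (SD, n = 3) in Luxi cattle, a log2 fold change of 0.93 that did not pass the threshold (limma adjusted p = 0.388). COL3A1, a fibroblast marker that the paper cites from earlier work, rose from 22.0 ± 1.46 FPKM (SD, n = 3) to 177 ± 28.0 (SD, n = 3), a log2 fold change of 2.94 (limma adjusted p = 0.00733), and was not called without the Shandong black cattle replicate 1 or 3.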
